# Combined Gamma Conglutin and Lupanine Treatment Exhibits In Vivo an Enhanced Antidiabetic Effect by Modulating the Liver Gene Expression Profile

**DOI:** 10.3390/ph16010117

**Published:** 2023-01-13

**Authors:** Paloma Lucía Guerra-Ávila, Tereso J. Guzmán, José Alfredo Domínguez-Rosales, Pedro Macedonio García-López, Alejandra Beatriz Cervantes-Garduño, Michael Wink, Carmen Magdalena Gurrola-Díaz

**Keywords:** plant proteins, quinolizidine alkaloids, high-fat diet plus streptozotocin, type 2 rat diabetes (T2D), *Lupinus albus*, affymetrix microarray

## Abstract

Previous studies have individually shown the antidiabetic potential of gamma conglutin (Cγ) and lupanine from lupins. Until now, the influence of combining both compounds and the effective dose of the combination have not been assessed. Moreover, the resulting gene expression profile from this novel combination remains to be explored. Therefore, we aimed to evaluate different dose combinations of Cγ and lupanine by the oral glucose tolerance test (OGTT) to identify the higher antidiabetic effect on a T2D rat model. Later, we administered the selected dose combination during a week. Lastly, we evaluated biochemical parameters and liver gene expression profile using DNA microarrays and bioinformatic analysis. We found that the combination of 28 mg/kg BW Cγ + 20 mg/kg BW lupanine significantly reduced glycemia and lipid levels. Moreover, this treatment positively influenced the expression of *Pdk4*, *G6pc*, *Foxo1*, *Foxo3*, *Ppargc1a*, *Serpine1*, *Myc*, *Slc37a4*, *Irs2*, and *Igfbp1* genes. The biological processes associated with these genes are oxidative stress, apoptosis regulation, and glucose and fatty-acid homeostasis. For the first time, we report the beneficial in vivo effect of the combination of two functional lupin compounds. Nevertheless, further studies are needed to investigate the pharmacokinetics and pharmacodynamics of the Cγ + lupanine combined treatment.

## 1. Introduction

Type 2 diabetes (T2D) is a chronic metabolic disease that represents a growing public health challenge worldwide. Hyperglycemia, pancreatic β-cell dysfunction, insulin resistance, and dyslipidemia characterize T2D, the most frequent type of diabetes. In addition, obesity is an important risk factor in its development [1]. Currently, T2D management presents several approaches. Conventional T2D treatments involve dietary recommendations and treatment with biguanides, α-glucosidase inhibitors, glucagon-like peptide 1 receptor (GLP-1R) agonists, dipeptidyl peptidase 4 (DPP-4) inhibitors, sodium/glucose cotransporter 2 (SGLT2) inhibitors, insulin secretagogues (sulfonylureas or non-sulfonylureas), thiazolidinediones, and exogenous insulin. However, the permanent use of these drugs exhibits collateral effects, which may eventually deteriorate the functionality of several organs. Another relevant limitation consists of the high economic burden of novel drugs restricting the treatment adherence in many diabetic patients [2]. Therefore, the investigation, development, and production of new antidiabetic treatments, which may aid in the prevention and management of T2D, are important.

In recent years, the antidiabetic effect of natural compounds has gained scientific interest. In this regard, phytochemicals, bioactive compounds, and nutraceuticals exert promising properties for therapeutic application in the T2D treatment. In fact, the strategic inclusion of these natural compounds in the T2D management could be highly effective in prevention, diabetes control, and/or complementing the current T2D therapies [3]. Interestingly, lupins are a novel alternative that not only represent a legume with notable nutritional properties, but also contain bioactive compounds and nutraceuticals with beneficial health effects [4]. *Lupinus albus* (*L. albus*) seeds contain ~40% protein approximately distributed in albumins and globulins. Regarding globulins, four main fractions have been described: α, β, γ, and δ conglutins [5]. Cγ is a 7S basic protein fraction that represents about 5% of total globulins in *L. albus* seeds, and it is an oligomer composed of four or six monomers. Each monomer has a molecular weight of ~49 kDa and consists of two subunits (~30 kDa and ~18 kDa, respectively) linked by disulfide bridges [5,6,7,8].

Due to its antidiabetic properties reported in cellular models, animal experiments, and clinical studies, Cγ represents an important plant protein for human health improvement [5,9,10,11,12]. Furthermore, recent findings have indicated its influence on lipid metabolism, hypertension control, antioxidant activity, and autophagy [13,14,15,16,17,18,19,20,21]. In vitro and fluorescence polarization (FP) studies have suggested that Cγ interacts with insulin [9,22]. In addition, it stimulates the activation of the protein kinase C (PKC) generating a mimetic effect of insulin and increasing the translocation of the type 4 glucose transporter [20,23]. Likewise, this protein increases glucose uptake in HEPG2 cells and enhances the effects of insulin and metformin [24]. In in vivo assays, it was demonstrated that Cγ treatment does not produce hypoglycemia [10]. In pancreatic tissue, chronic treatment of Cγ in animals demonstrated an increase in insulin gene expression, insulin tissue content, and serum insulin levels [11]. Moreover, Cγ decreases in vivo the liver gene expression of glucose-6-phosphatase (G6PC), a key enzyme in gluconeogenesis [12]. These findings ratify the therapeutic potential of Cγ to control hyperglycemia, dyslipidemia, and oxidative stress.

On another hand, all lupin species contain different levels of quinolizidine alkaloids, which are toxic bitter substances detected in stems, leaves, and lupin seeds. Domesticated lupin species such as *L. luteus*, *L. angustifolius*, *L. mutabilis*, and *L. albus* contain very low alkaloid amounts. One of the major quinolizidine alkaloids contained in lupin species is lupanine [25,26,27,28,29]. In particular, several pharmacological activities have been reported for lupanine such as antimicrobial properties against Gram-positive and Gram-negative bacteria, and fungicidal properties against *Aspergillus niger* [30,31,32]. Furthermore, lupanine also has anti-inflammatory, antiarrhythmic, hypotensive, and hypoglycemic activities [33,34,35]. In experimental studies that evaluated the toxicity of lupanine in rats, a lethal dose 50 (LD_50_) of 1464 mg/kg BW by oral intake was reported [36]. Indeed, we must underline that, in the present study, the lupanine dose (20 mg/kg) was 80-fold lower than the reported LD_50_. This dose was able to decrease high glucose levels without causing hypoglycemia. Moreover, the antidiabetic activity exerted by lupanine was attributed to K_ATP_ channel blockade and insulin secretion [37]. Given this knowledge, lupanine has been proposed as a potential compound to be integrated into diabetes management, specifically due to its proven insulin secretagogue effect on pancreatic β cells only under hyperglycemic conditions.

Therefore, in this work, our interest was to evaluate the antidiabetic effect of a combined treatment, a protein fraction (Cγ) plus a quinolizidine alkaloid (lupanine), both present in lupins. Once we evaluated different Cγ plus lupanine doses in glucose response curves, we identified the best dose of the combination for further analysis. Next, we treated T2D-induced rats with the dose combination and assessed biochemical parameters, as well as the hepatic gene expression profile, and we compared these results against the data obtained from untreated T2D induced rats and from healthy animals.

## 2. Results

### 2.1. Characterization of Gamma Conglutin and Lupanine

The characterization of lupanine was performed by thin-layer chromatography (TLC). For the TLC, aluminum plates covered with silica gel 60 GF254 (Merck, Darmstadt, Germany) were used and revealed using the Dragendorff reagent. Likewise, lupanine was detected by TLC in the serum and urine of rats previously treated with this alkaloid (Figure S1). Additionally, the purity of lupanine was evaluated in GC–MS, and the spectra of lupanine are shown in Figure S2.

In accordance with our and other previous studies [11,12,21,38], we corroborated the isolation of gamma conglutin (Cγ). After SDS-PAGE characterization, we observed a band of 49 kDa, which corresponds to the protein in nonreducing conditions, and two subunits of ~30 and ~17 kDa under reducing conditions (Figure S3).

### 2.2. Acute Treatment Effects of Different Cγ and Lupanine Doses Evaluated by Oral Glucose Tolerance Test (OGTT)

Both lupin constituents, Cγ and lupanine, have been reported to exert antidiabetic activity; however, whether its combination produces an enhanced effect on blood glucose levels has not been reported. To investigate the influence of the combination of these compounds on glycemia levels, we performed the OGTT in healthy and experimentally T2D-induced rats treated acutely with different doses of the compounds mentioned above (Table S1).

#### 2.2.1. In Healthy Rats, an Enhanced Antidiabetic Effect Was Elicited by the Combination of Cγ (28 mg/kg BW) + Lupanine (20 mg/kg BW)

For an objective comparison among the tested combination doses, we analyzed the AUC of the glycemia after the administration of an oral glucose load. The delta glucose AUC values of the control assays (without treatment) were used as a reference (100%) and compared to the delta glucose AUC of the treatment assays to evaluate the antidiabetic effect of each combinatorial treatment of Cγ + lupanine in different doses (Figure 1a). The effect of glycemia reduction (percentage) can be observed when the delta glucose AUC values of the treated groups were compared to those of the controls. To confirm the glycemia reduction effect observed in the previous screening, we performed three independent assays of the dose combination selected (28 mg/kg BW Cγ + 20 mg/kg BW lupanine) in healthy rats (*n* = 4). A reproducible effect was confirmed in these independent assays (average = −60.03%) (Figure 1b,c).

#### 2.2.2. In Diabetic Rats, the Glycemia Reduction Effect of the Treatment Combination of Cγ + Lupanine Was Similar to the Pharmacological Effect of a Conventional Treatment (Metformin + Glibenclamide)

In accordance with our previous results, we analyzed the combination of the 28 mg/kg BW Cγ + 20 mg/kg BW lupanine in T2D rats. Then, we decided to explore if this result was comparable with the antidiabetic effect elicited by a conventional drug combination (300 mg/kg BW metformin + 10 mg/kg BW glibenclamide). As expected, the conventional treatment importantly reduced glycemia. Interestingly, we observed a similar effect in the combination of Cγ and lupanine (Figure 2).

### 2.3. Chronic Treatment Effects

Once we selected a combination dose of our compounds, we decided to assess the influence of these lupin constituents on body weight, serum biochemical analytes, and the gene expression profile after a 7-day treatment period.

#### 2.3.1. Diabetic Rats Exhibited Body Weight Loss after 7 Days of Treatment (28 mg/kg BW Cγ + 20 mg/kg BW Lupanine)

In Figure 3, we show body weight changes of rats induced by diabetes and treated with our compound combination. At the end of the treatment, the group that received the combination of 28 mg/kg BW Cγ + 20 mg/kg BW lupanine exhibited a body weight diminution in comparison with their basal body weight.

#### 2.3.2. Biochemical Parameters in Diabetic Rats Treated with Cγ + Lupanine

As expected, all T2D rat groups exhibited a notable blood glucose increase after the induction. With regard to lipid profile, we observed alterations in lipid analytes from T2D rats, due to the selected T2D model. T2D rats that received the combination of 28 mg/kg BW Cγ + 20 mg/kg BW lupanine showed a post-treatment decrease in triglycerides, as observed in T2D rats treated with the pharmacological combination of 300 mg/kg metformin + 10 mg/kg glibenclamide. Regarding the transaminase levels, AST and ALT, all T2D experimental groups showed an increase concentration indicating pathological changes in the liver tissue. Lastly, the urea and creatinine levels were analyzed to biochemically assess the renal function (Table 1).

### 2.4. Influence of the Cγ + Lupanine Combination on the Liver Gene Expression Profile of Diabetic Rats

After the 7-day treatment period, RNA isolation from the liver of diabetic rats was performed for further DNA microarray analysis. The gene expression profile in three experimental groups was explored: (1) healthy untreated animals, (2) T2D untreated animals, and (3) T2D animals treated with Cγ + lupanine combination. 

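Liver RNA was measured on 9 arrays, 3 for each group, and each array read a pool of RNA from 3 rats, taken here as different animals for each pool of a group. Each array holds a log2 signal for 68842 transcript clusters, of which 23446 carry 1 gene symbol, 505 several and 44891 none. Between 76.6% and 76.9% of the clusters on each array lie under a log2 signal of 5, close to background. Differences there can read as too small, and some need not be changes of expression at all. Group differences were tested with limma on the authors' log2 values, with all 9 arrays in 1 fit and p-values adjusted over all clusters. These p-values measure the spread between pools, each already an average over 3 animals, and not the spread between single rats. Here rose and fell mark an adjusted p under 0.05, and every treatment difference is the treated level minus the T2D control level, so that a negative value is lower after Cγ + lupanine. The tests of differences and of lists, the gene lists, the rule for the genes named and all alternative settings but 1 were chosen before the data were examined. The F-test over the 3 groups, the comparison of control probes and the tests of pool 4 were chosen after seeing results. Lists were tested with camera at a preset inter-gene correlation of 0.01. With a correlation estimated from the arrays, 0 of 42 lists are called in any comparison, and 6, 3 and 6 lists have an unadjusted p under 0.05 in T2D control against healthy, treated against T2D control and treated against healthy. The sample descriptions give Buffer RLT for the healthy livers and Trizol for the T2D livers, so the lysis reagent changes together with the disease and its part in any difference from healthy cannot be separated. The T2D model was made with a high-fat diet and streptozotocin, and the parts of diet and drug cannot be separated from diabetes either.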

Firstly, the RNA integrity from every sample (before pools) was evaluated in order to confirm an optimal RNA quality and further proceed with the microarray analysis. All samples yielded an RNA integrity number (RIN) > 8.8 that allowed us to continue with the DNA microarray analysis (Figure S4). Gene expression data were analyzed using the specific Affymetrix software (Transcriptome Analysis Console, TAC, v.4.0.2, ThermoFisher Scientific, Santa Clara, CA, USA). In an initial exploration of condition pairings, the top 10 upregulated and downregulated genes were identified. Next, comparing all experimental groups, graphs of sample signals were generated, provided by TAC. We detected the strongly influenced genes by Cγ + lupanine treatment. Then, we performed a functional enrichment analysis in STRING database, and the results were focused on the identification of specific targets involved in carbohydrate and lipid metabolism.

#### Transcriptome Analysis Console v. 4.0.2

For the bioinformatics analysis, we used the transcriptome analysis console (TAC) and obtained from the gene expression files a total signal of 68,842 genes. 

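Slc20a1, a sodium-dependent phosphate transporter, is 1 of 20 clusters past the study's threshold in each of the 3 comparisons, with mean log2 signals of 4.74 (SD 0.11) in healthy, 8.15 (SD 0.29) in T2D control and 6.36 (SD 0.20) in treated livers (n = 3 pools each). Gdf15, a stress-induced secreted factor, has 4.86 (SD 0.05), 5.96 (SD 0.62) and 4.45 (SD 0.18). At an unadjusted p under 0.05 and over 2-fold, 3392 clusters pass in at least 1 comparison. A moderated F-test over the 3 groups with no fold filter, counted after seeing results, has an unadjusted p under 0.05 in 30932 clusters and an adjusted p under 0.05 in 21916. Of the 30932, 10069 belong to 1 protein-coding gene.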

When filter criteria were established (fold change >2 or <−2, *p* < 0.05), 30,932 differentially expressed genes (DEGs) were identified. Initially, we evaluated how the experimental diabetes conditions impacted the liver gene expression profile of healthy animals (Figure 4(ai)). Moreover, the influence of combined treatment on diabetic animals over healthy animals was also observed (Figure 4(aiii)). Nevertheless, we decided to focus on the analysis between T2D untreated and T2D treated with Cγ + lupanine animals (Figure 4(aii)). 

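Most markers of macrophages and Kupffer cells rose in T2D control livers against healthy, and most genes of cholesterol synthesis fell (n = 3 pools per group). Mmp12, a macrophage elastase, rose by 5.03 log2 (SE 0.29, adjusted p = 3.84e-05), or 32.8-fold; Gpnmb, a glycoprotein of activated macrophages, by 4.80 log2 (SE 0.13, adjusted p = 2.36e-06); Lpl, which frees fatty acids from lipoproteins, by 4.57 log2 (SE 0.29, adjusted p = 5.18e-05); and Spp1, osteopontin, by 3.95 log2 (SE 0.22, adjusted p = 3.62e-05). The other 6 of the 10 largest rises were Abcb1b 4.61 (SE 0.22, adjusted p = 2.2e-05), Clec7a 4.42 (SE 0.16, adjusted p = 6.83e-06), Lilrb4 4.40 (SE 0.18, adjusted p = 1.23e-05), Pla2g7 4.15 (SE 0.13, adjusted p = 4.03e-06), Scd2 3.68 (SE 0.17, adjusted p = 2.04e-05) and Slc20a1 3.41 (SE 0.15). Idi1 fell by 4.71 log2 (SE 0.10, adjusted p = 8.62e-07), or 26.1-fold, Msmo1 by 4.10 log2 (SE 0.12, adjusted p = 2.36e-06), Cyp51 by 4.00 log2 (SE 0.099, adjusted p = 1.41e-06) and Sqle by 3.67 log2 (SE 0.081, adjusted p = 8.62e-07), all enzymes on the path from mevalonate to cholesterol. The pseudogene Cyp51a1-ps1 fell by 4.53 (SE 0.13), Inmt by 3.78 (SE 0.39), Tm7sf2 by 3.58 (SE 0.11), Stac3 by 3.40 (SE 0.32), Acss2 by 2.66 (SE 0.19) and Hsd17b7 by 2.48 (SE 0.15), with adjusted p-values from 2.36e-06 to 3.62e-04. Of 18 measured genes of cholesterol synthesis 17 fell and 0 rose, and 17 fell when adjusted over the list alone. Their median is -1.79 log2 (adjusted p = 5.02e-10, and adjusted p = 0.184 with an estimated correlation). Among cell type markers, 14 of 21 for macrophages and Kupffer cells rose (14 adjusted over the list alone). Their median is 0.80 log2 (adjusted p = 1.02e-08, and adjusted p = 0.184 with an estimated correlation). Examples are Lgals3 2.53 (SE 0.13, adjusted p = 2.9e-05) and Cd68 2.23 (SE 0.12, adjusted p = 3.02e-05). Sinusoidal endothelium markers rose in 15 of 16 (15 adjusted over the list alone). Their median is 0.64 log2 (adjusted p = 5.02e-10, and adjusted p = 0.184 with an estimated correlation). Examples are Clec4g 1.23 (SE 0.075, adjusted p = 4.39e-05) and Oit3 0.85 (SE 0.074, adjusted p = 1.82e-04). Stellate cell and fibrosis markers rose in 13 of 21 (13 adjusted over the list alone). Their median is 0.53 log2 (adjusted p = 4.25e-07, and adjusted p = 0.293 with an estimated correlation). Examples are Sparc 1.31 (SE 0.084, adjusted p = 5.22e-05), Dcn 1.79 (SE 0.16, adjusted p = 2.14e-04) and Acta2 1.62 (SE 0.18, adjusted p = 5.78e-04). Hepatocyte markers were not called as a group: 4 rose and 8 fell of 20 (4 and 9 adjusted over the list alone; median -0.20 log2, adjusted p = 0.323). The healthy arrays also stand apart on probes that measure no liver gene: background probes, compared after seeing results, average 3.52 on them and 2.85 on the 6 T2D arrays.
At the study's threshold 2848 clusters differ (2308 higher and 540 lower in T2D control), and at an adjusted p under 0.05, 24083 differ (8556 and 15527). The split depends on scaling: with median centring it is 3047 higher and 372 lower at the study's threshold and 11275 and 8349 at the adjusted one, and with quantile normalization 1935 and 799, and 9432 and 11256. Median centring moves the median of all clusters by 0.12 log2, and Mmp12 and Idi1 keep their calls under both scalings. The adjusted count is 15654 without T2D control pool 5 and 9484 among the clusters with a mean log2 signal of at least 5.

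**Figure D1:**
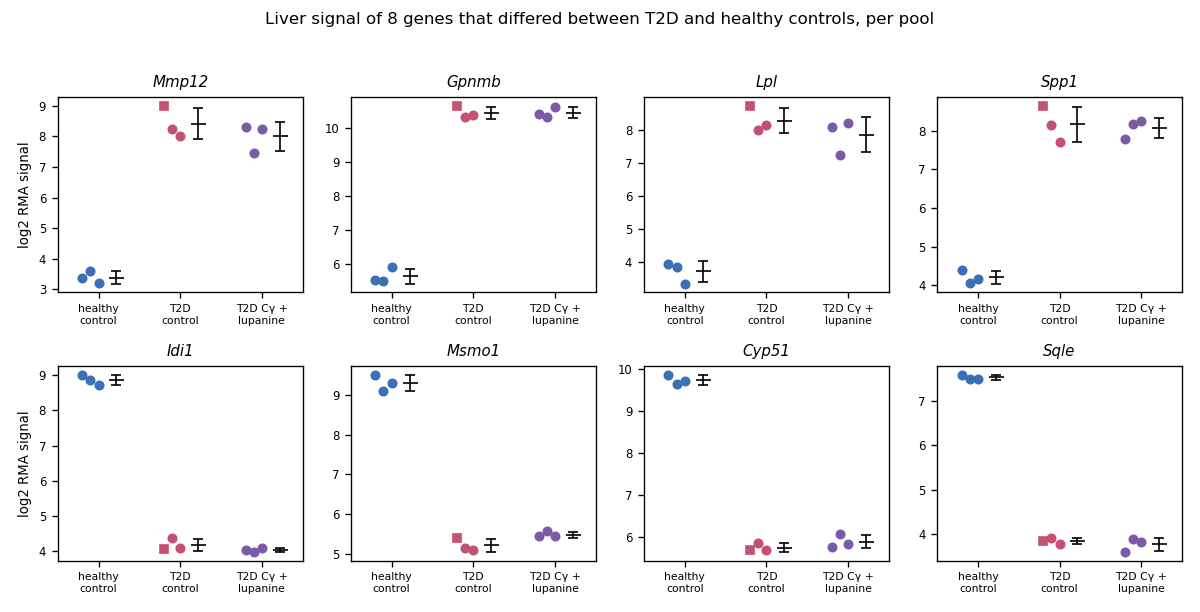
Log2 RMA signal of 8 genes in healthy control, T2D control and T2D Cγ + lupanine livers; the genes were picked after their values were seen. Each point is 1 pool (n = 3 per group), the square is T2D control pool 4, and the bar beside the points is the mean with its SD. Mmp12 goes from 3.38 (SD 0.20) in healthy to 8.42 (SD 0.51) in T2D control, and Idi1 from 8.87 (SD 0.15) to 4.16 (SD 0.17); the treated pools lie near the T2D control pools in both.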

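Most cytokine and NF-kB genes rose in treated livers against healthy, and all measured genes of cholesterol synthesis fell (n = 3 pools per group). Cxcl9, a chemokine induced by interferon gamma, rose by 3.56 log2 (SE 0.24, adjusted p = 6.89e-05), or 11.8-fold, Lilrb4 by 4.64 log2 (SE 0.18, adjusted p = 8.95e-06), Clec7a, a receptor for fungal beta-glucan, by 4.22 log2 (SE 0.16, adjusted p = 8.95e-06) and Pla2g7 by 4.13 log2 (SE 0.13, adjusted p = 4.49e-06). The 10 largest rises also hold Gpnmb 4.80 (SE 0.13), Mmp12 4.62 (SE 0.29), Abcb1b 4.58 (SE 0.22), Lpl 4.15 (SE 0.29), Spp1 3.86 (SE 0.22) and Scd2 3.63 (SE 0.17), all with an adjusted p under 0.05. Idi1 fell 28.9-fold (adjusted p = 7.2e-07), Akr1c2 by 3.10 log2 (SE 0.27, adjusted p = 1.72e-04) and Ugt2a3, a glucuronosyltransferase, by 2.64 log2 (SE 0.12, adjusted p = 2.27e-05); Cyp51a1-ps1 fell by 4.36, Cyp51 by 3.85, Msmo1 by 3.82, Sqle by 3.75, Tm7sf2 by 3.49, Stac3 by 2.72 and Inmt by 2.69 log2, with SEs from 0.081 to 0.39. All 18 measured genes of cholesterol synthesis fell (18 adjusted over the list alone). Their median is -1.77 log2 (adjusted p = 2.99e-10, and adjusted p = 0.195 with an estimated correlation). Cytokine and NF-kB genes rose in 17 of 24 (18 adjusted over the list alone). Their median is 0.79 log2 (adjusted p = 3.77e-08, and adjusted p = 0.195 with an estimated correlation). Examples are Ccl3 2.88 (SE 0.19, adjusted p = 6.85e-05) and Acod1 2.83 (SE 0.30, adjusted p = 4.13e-04). Cell type markers move in the same comparison: those of macrophages and Kupffer cells rose in 15 and fell in 1 of 21 (16 and 1 adjusted over the list alone). Their median is 0.79 log2 (adjusted p = 2.63e-09, and adjusted p = 0.195 with an estimated correlation). Sinusoidal endothelium markers rose in 14 of 16 (15 adjusted over the list alone). Their median is 0.68 log2 (adjusted p = 2.99e-10, and adjusted p = 0.195 with an estimated correlation). Stellate cell and fibrosis markers rose in 11 and fell in 0 of 21 (14 and 1 adjusted over the list alone). Their median is 0.48 log2 (adjusted p = 2.21e-06, and adjusted p = 0.358 with an estimated correlation). Cell cycle genes rose in 12 of 27 (16 adjusted over the list alone). Their median is 0.36 log2 (adjusted p = 2.72e-05, and adjusted p = 0.676 with an estimated correlation). Examples are Mki67 2.14 (SE 0.32, adjusted p = 0.00189) and Ccna2 0.63 (SE 0.14, adjusted p = 0.0112). Neutrophil and monocyte markers rose in 8 and fell in 1 of 14 (9 and 1 adjusted over the list alone). Their median is 0.68 log2 (adjusted p = 7.23e-05, and adjusted p = 0.424 with an estimated correlation). An example is Itgam 2.49 (SE 0.14, adjusted p = 3.9e-05). Glycolysis genes rose in 10 and fell in 2 of 16 (10 and 2 adjusted over the list alone). Their median is 0.55 log2 (adjusted p = 3.28e-05, and adjusted p = 0.283 with an estimated correlation). An example is Hk3 1.25 (SE 0.091, adjusted p = 8.77e-05). ERCC control probes, compared after seeing results, average 3.15 on the healthy arrays and 2.72 on the T2D arrays, a difference that runs along the same line as these groups.
At the study's threshold 2496 clusters differ, 1932 higher and 564 lower in treated livers, and 23602 at an adjusted p under 0.05, 7673 higher and 15929 lower. The split becomes 2580 and 375, and 10518 and 7886, with median centring, and 1930 and 749, and 9089 and 10494, with quantile normalization. The adjusted count is 15227 without treated pool 2, 14782 without treated pool 3 and 8677 among clusters with a mean log2 signal of at least 5. Among those clusters the list calls of glycolysis (adjusted p = 0.0768) and the cell cycle (adjusted p = 0.629) are lost.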

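After Cγ + lupanine 3 clusters with 1 gene symbol pass the adjusted test against T2D control, and the lists of the integrated stress response and of CAR and PXR targets lie lower at the preset correlation alone (n = 3 pools per group). Maff, a small Maf transcription factor, fell by 0.65 log2 (SE 0.066, adjusted p = 0.0249) and Igkvl15, an immunoglobulin kappa variable gene singled out after its values were seen, by 0.69 log2 (SE 0.065, adjusted p = 0.0193). With Slc20a1 they are the 3 clusters with 1 gene symbol among the adjusted calls. Both lie close to background, Maff at 4.78 in T2D control and 4.12 in treated livers and Igkvl15 at 5.02 and 4.34. Igkvl15 has 2 clusters, and the other one does not pass. Neither gene was followed through the alternative settings. Of the integrated stress response, 0 of 28 genes pass over all clusters, 14 have an unadjusted p under 0.05 and 7 fell when adjusted over the list alone. Their median is -0.27 log2 (adjusted p = 2.51e-15, and adjusted p = 0.293 with an estimated correlation). Examples are Asns -0.38 (SE 0.063, adjusted p = 0.126), Gdf15 -1.51 (SE 0.26, adjusted p = 0.132), Fgf21 -0.45 (SE 0.10, adjusted p = 0.285) and Psat1 -0.74 (SE 0.17, adjusted p = 0.296). Among targets of CAR and PXR, the nuclear receptors of drug metabolism, 0 of 22 pass, 9 have an unadjusted p under 0.05 and 6 fell when adjusted over the list alone. Their median is -0.20 log2 (adjusted p = 2.39e-07, and adjusted p = 0.191 with an estimated correlation). Examples are Alas1 -0.88 (SE 0.25, adjusted p = 0.523) and Ces2c -0.95 (SE 0.27, adjusted p = 0.534). Of 34 immediate early genes 1, Maff, fell, 14 have an unadjusted p under 0.05 and 10 fell when adjusted over the list alone. Their median is -0.25 log2 (adjusted p = 2.36e-13, and adjusted p = 0.456 with an estimated correlation). An example is Rhob -0.87 (SE 0.16, adjusted p = 0.180). Of 16 glucocorticoid targets 0 pass, 5 have an unadjusted p under 0.05 and 2 fell when adjusted over the list alone. Their median is -0.28 log2 (adjusted p = 8.49e-07, and adjusted p = 0.456 with an estimated correlation). Examples are Dusp1 -1.42 (SE 0.37, adjusted p = 0.438) and Per1 -0.52 (SE 0.16, adjusted p = 0.612). Neutrophil and monocyte markers lie higher: 0 of 14 pass, 6 have an unadjusted p under 0.05 and 0 rose when adjusted over the list alone. Their median is 0.30 log2 (adjusted p = 2.19e-05, and adjusted p = 0.456 with an estimated correlation). Examples are Plac8 0.70 (SE 0.20, adjusted p = 0.510) and Fcnb 0.66 (SE 0.22, adjusted p = 0.725). Cell cycle genes lie above the T2D control mean in 27 of 27, with 0 past the adjusted test, 2 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Their median is 0.21 log2 (adjusted p = 4.33e-10, and adjusted p = 0.590 with an estimated correlation). T2D control pool 4 reads 0.15 log2 lower on the median immediate early gene than T2D control pools 5 and 6, a test made after seeing results. The same shift was not measured for T2D control pools 5 and 6 left out in turn.
At the study's threshold 168 of 68842 clusters differ (0.244%), 138 lower and 30 higher after treatment. Over all 68842 clusters, chosen by no threshold, the 3 pools of one group all lie above those of the other in 9812 (14.3%), which 10% of clusters would do by chance. With group averages taken by Tukey's biweight the count is 214, of which 168 are lower and 46 higher after treatment. Without T2D control pool 4 the count by means is 299, over clusters with a mean log2 signal of at least 5 it is 66, and over those with 1 gene symbol 39. The list call of the cell cycle is lost over the brighter clusters (adjusted p = 0.282). Among the adjusted calls given next, 2 clusters match each other in every pool, so the calls need not be separate loci. Many of the calls have treated means under 2.85, the mean of background probes on the T2D arrays, compared after seeing results. An example has 2.46 in T2D control and 1.03 in treated livers. Such differences need not be changes of expression. At an adjusted p under 0.05 limma calls 46 clusters (44 lower and 2 higher). This count is 6 with only these 2 groups in the fit, 30 with median centring, 606 with array weights, 1 over clusters with a mean log2 signal of at least 5, 3 over clusters with 1 gene symbol, 98 over clusters without identical values in a group, a setting chosen after seeing the data, and between 0 and 170 when 1 pool is left out. It is 10 without treated pool 1, 0 without treated pool 3, 170 without T2D control pool 4, 10 without pool 5, 0 without pool 6, and 9, 8 and 135 without healthy pools 7, 8 and 9.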

Regarding this comparison, the gene expression data remaining after filter criteria were as follows: 214 DEGs (214/68842, 0.31%), of which 168 (78.5%) genes were upregulated and 46 (21.5%) genes were downregulated (Figure 4(aii)). 

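Protein-coding genes past the study's threshold include Gadd45b, a stress-induced growth arrest gene, at -1.32 log2 (SE 0.41, adjusted p = 0.636), and Cyp2b2, a phenobarbital-inducible P450, at -1.45 log2 (SE 0.29, adjusted p = 0.209) (treated minus T2D control, n = 3 pools per group). On the side that is higher after treatment are Ifgga4l, at 1.20 log2 (SE 0.19, adjusted p = 0.0906), and Ly6c, a surface antigen of monocytes. By group means, 37 clusters of 1 protein-coding gene pass, 30 higher in T2D control and 7 higher in treated livers. By Tukey's biweight averages 53 pass, 42 higher in T2D control and 11 higher in treated livers. The Dlg5l6 cluster, at -1.51 log2 (SE 0.23, adjusted p = 0.0849), is among the 10 largest differences toward lower signal. Of the 168 clusters past the threshold, 41 carry 1 gene symbol, 1 several and 126 none.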

An additional filter of DEG was applied to include only up- and downregulated coding genes, and the results yielded 76 upregulated and 11 downregulated coding genes (data not illustrated).

On the other hand, the number of DEGs among the experimental groups is depicted in a Venn diagram (Figure 4b). 

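Slc20a1, Igfbp1, an IGF-binding protein, and Rell1 are higher in T2D control than in healthy livers and lower after Cγ + lupanine, while Acod1, which makes itaconate, is higher in T2D control and higher again in treated livers (n = 3 pools per group). By group means, 782 clusters pass only in T2D control against healthy, 54 only in treated against T2D control and 456 only in treated against healthy. The 2 comparisons with healthy share 2006 clusters, 1592 higher and 410 lower in both. Both set T2D livers against the same 3 healthy arrays, so a large overlap follows where treatment changes little. Independent lists would share 103, and simulated groups with no change, which leave few calls to share, 0 to 4. Neither value is a yardstick for the 2006, and this overlap was not simulated with the T2D effect kept. The 2 comparisons with T2D control share 80, where independent lists would share 6.95. In 100 simulations with the T2D effect kept and no treatment effect they share 0 to 11, and with no change in any group, which leaves few calls to share, 0 to 5. Of the 80, 70 are higher in T2D control and lower after treatment, 4 the other way round, and 6 higher in both. The 3 T2D control arrays enter both sides of that overlap and cannot be split into independent sets, so part of the excess may come from them. Without T2D control pool 4 the 80 become 164, over clusters with a mean log2 signal of at least 5 they become 45, and over clusters with 1 gene symbol 27.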

A validation of the Cγ + lupanine effect in the reproducibility of every independent triplicate is shown in Figure 4c. The homogeneity of every triplicate was evaluated through the hierarchical clustering analysis. This analysis only allowed the comparison of two conditions (T2D Cγ + lupanine group in blue color and the T2D untreated group in red color) with three triplicates (considering every triplicate as a pool). Therefore, it is observed that the T2D model, as well as the treatment, strongly maintains uniformity and is mostly reproducible.

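T2D control pool 4 lies at or near the treated level for several of the genes with the largest treatment differences. Coq10b, a coenzyme Q binding protein, reads 6.13 in pool 4 against 8.78 and 8.59 in T2D control pools 5 and 6; Chac1, a glutathione-degrading enzyme of the stress response, 3.67 against 6.08 and 6.26; Insig1, a brake on cholesterol synthesis, 5.86 against 8.79 and 8.20; and Ppargc1a, a coactivator of gluconeogenesis, 5.10 against 6.66 and 7.29. Over all clusters the pools still group by condition: 2 of 2 clusterings of all 68842 clusters put treated pools 1, 2 and 3 on one branch and T2D control pools 4, 5 and 6 on the other. Correlations between pools are 0.9970 to 0.9975 within treated, 0.9965 to 0.9976 within T2D control and 0.9945 to 0.9968 between the 2 groups. Pool 4 has a mean correlation of 0.99669 with the other T2D control pools and of 0.99657 with the treated pools. The first principal component, which separates healthy from T2D arrays, takes 70.1% of the variance. Healthy pools are less alike, with correlations of 0.9853 to 0.9915 between them, while healthy pool 9 and T2D control pool 6 have 0.9841. The fit shares 1 spread over all groups, so SEs of differences from healthy may be too small. SEs of treated minus T2D control may be too large for the same reason. Without pool 4 the differences after treatment become -2.63 log2 for Coq10b, -2.56 for Chac1, -2.44 for Insig1 and -1.88 for Ppargc1a. These 4 genes were named because pool 4 reads near the treated level, so their larger difference without it follows from the choice. Coq10b, Chac1 and Ppargc1a then pass the adjusted test, as do Pdk4, Ddit3, Slc38a2, Snai2 and Alas1. Each of them passes in this 1 alternative setting only.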

Next, we identified the upregulated and downregulated coding genes that presented the greatest fold change values. In Table 2, we include which genes were more regulated (up- and down-) after treatment with Cγ + lupanine.

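In the study's list of strongest changes, Slc20a1 fell by 1.80 log2 (SE 0.15, adjusted p = 0.0163) after Cγ + lupanine, or 3.47-fold, and is the 1 gene of the 16 measured that passes over all clusters (n = 3 pools per group). The other 8 of the 9 genes that Table 2 gives as upregulated are also lower after treatment: Cyp2b1 -1.98 (SE 0.38, adjusted p = 0.189), Coq10b -1.78 (SE 0.60, adjusted p = 0.721), Chac1 -1.72 (SE 0.59, adjusted p = 0.742), Insig1 -1.56 (SE 0.67, adjusted p = 0.964), Pvr -1.35 (SE 0.27, adjusted p = 0.209), Tsku -1.28 (SE 0.31, adjusted p = 0.350), Slc38a2 -1.23 (SE 0.37, adjusted p = 0.596) and Cyp2b2. Cyp2b1 is a phenobarbital-inducible P450 and Slc38a2 an amino acid transporter; Cyp2b1 has 11.01 (SD 0.68) in T2D control and 9.03 (SD 0.53) in treated livers, beside 9.23 (SD 0.41) in healthy livers. Genes given as downregulated are higher after treatment: Snai2 1.43 (SE 0.37, adjusted p = 0.421), Acod1 1.28 (SE 0.30, adjusted p = 0.327), Inmt 1.09 (SE 0.39, adjusted p = 0.773), Rtp3 0.92 (SE 0.22, adjusted p = 0.338), Evi2b 0.75 (SE 0.24, adjusted p = 0.656) and Nr1i3 0.71 (SE 0.28, adjusted p = 0.876); the 4 Ly6c clusters have 1.06, 1.03, 1.09 and 0.87 log2. So the table's upregulated genes are those higher in T2D control than in treated livers. Pvr reads 5.37 in all 3 treated pools, so its SD of 0 is no measured spread. Fold differences from group means are 3.95 for Cyp2b1, 3.43 for Coq10b, 3.30 for Chac1 and 2.95 for Insig1; from Tukey's biweight averages, which weigh pool 4 less, they are 5.28, 6.14, 6.43 and 4.33. All 9 fell and all 7 of the other list rose when adjusted over the list alone, but the study chose these genes on the same arrays, so the counts are not independent evidence of direction. The call of Slc20a1 is lost with only these 2 groups in the fit (adjusted p = 0.0849), and without treated pool 3 (0.136), T2D control pool 6 (0.0903), healthy pool 7 (0.0519) or healthy pool 8 (0.0510).

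**Figure D2:**
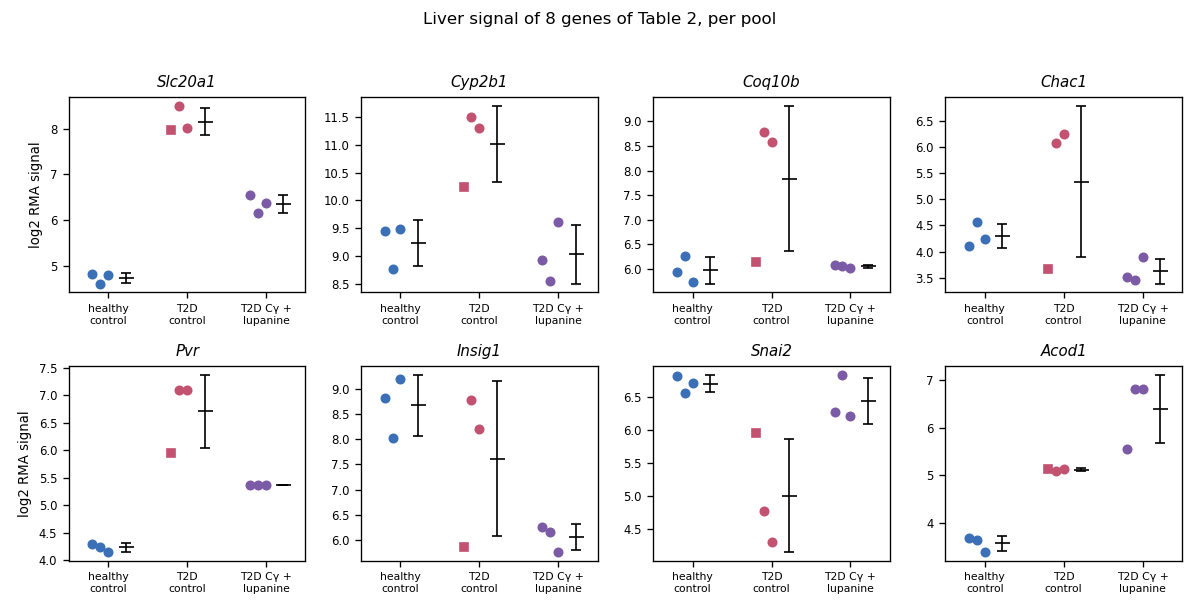
Log2 RMA signal of 8 genes of Table 2 in healthy control, T2D control and T2D Cγ + lupanine livers; the genes were picked after their values were seen. Each point is 1 pool (n = 3 per group), the square is T2D control pool 4, and the bar beside the points is the mean with its SD. In Chac1 the T2D control pools spread widely (mean 5.34 (SD 1.45)) because the square lies with the treated pools (mean 3.62 (SD 0.23)), while the Snai2 means are 5.01 (SD 0.85) in T2D control and 6.44 (SD 0.35) in treated livers. The 3 treated pools of Pvr carry 1 identical value.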

In order to know which genes reestablished their expression levels under the influence of Cγ + lupanine treatment, we compared the individual sample signals (expression level) from each gene generated in the transcriptome analysis console (TAC). For this analysis, we included only coding genes (12,551). The graph of sample signals shows the expression levels of an individual gene in each group (Figure S5). 

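After Cγ + lupanine 44 of 67 measured genes of the study's restoration table lie at least 50% of the way from T2D control back to healthy, 24 of 25 in the first column and 20 of 42 in the second (n = 3 pools per group). Rell1 differs by 1.91 log2 between T2D control and healthy and by -1.26 (SE 0.23, adjusted p = 0.160) after treatment, a restoration of 66.1%. With both differences in that order, Chka, which makes phosphocholine, has 1.44 and -1.13 (78.5%), Gem 1.00 and -0.90 (89.9%), Dusp8, a phosphatase of stress kinases, 0.75 and -0.76 (102%), Nrip1 1.19 and -0.82 (68.4%) and Tat, tyrosine aminotransferase, 1.02 and -0.70 (68.5%). Genes that stay closer to the T2D level are Angptl4, an inhibitor of lipoprotein lipase, -2.32 and 0.89 (38.3%), Rgs4 2.57 and -0.90 (34.9%) and Rictor, a subunit of mTORC2, 1.07 and -0.15 (14.1%). Kcnk5 (205%) and Slc25a25 (179%) pass beyond the healthy level. The T2D difference that each share divides by does not pass the adjusted test, except in 1 alternative setting, so both shares are uncertain. The 296% of the glucagon receptor Gcgr divides by a T2D difference near 0, -0.10 log2 (SE 0.093, adjusted p = 0.414), which turns to 0.0191 with median centring, so that the share changes sign. SEs of these treatment differences run from 0.17 to 0.34 among the genes named with 2 values, and none of them passes the adjusted test. Restoration is the share of the T2D minus healthy difference in mean log2 that is undone after treatment; its median over the 67 genes is 61.3%, and 12 of the 25 first-column genes reach 100%. In T2D control against healthy, 60 of the 67 pass the adjusted test; after treatment 1 does, Slc20a1, 49 have an unadjusted p under 0.05, and 48 pass when adjusted over the list alone, a list the study chose on these arrays and so not independent evidence. The 50% mark is reached by 36 genes whichever pool is left out. In 6 of the genes the 3 treated pools carry 1 identical value, so their SD of 0 is no measured spread.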

The graphs corresponding to each selected gene were compared in all animal groups: healthy control group, T2D control group, and T2D with the combination Cγ + lupanine group (Table 3).

Lastly, a functional enrichment analysis was generated in STRING to evaluate the relationship between targets identified in Table 3. Later, an analysis of functional enrichments was performed in the network (59 targets), provided by Gene Ontology (GO), KEGG pathways, and WikiPathways. According to GO analysis, the main related biological processes were 57 from 59 total targets in cellular processes, 44 response to stimulus, 37 response to chemical, 36 multicellular organismal processes, 33 response to organic substance, 31 anatomical structure development, 27 regulation of molecular function, 26 regulation of biological quality, 23 regulation of signaling, 22 regulation of signal transduction, 23 regulation of cell communication, 20 regulation of apoptotic processes, and 18 homeostatic process.

Afterward, we decided to focus on the analysis of targets involved in carbohydrate and lipid metabolism. These targets are highlighted in different colors (according to the biological process) in Figure 5. 

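Of the pyruvate dehydrogenase genes that the study names, 3 rose in T2D control livers and 0 pass the adjusted test after Cγ + lupanine (n = 3 pools per group); the study chose them on these arrays, so they are not independent evidence. Pdha1, the E1 alpha subunit, rose by 0.52 log2 (SE 0.097, adjusted p = 0.00483) and then differs by -0.23 log2 (SE 0.097, adjusted p = 0.932). Dld, the E3 subunit, rose by 0.24 log2 (SE 0.082, adjusted p = 0.0493), with -0.16 log2 (SE 0.082, adjusted p = 1) after treatment, and the pseudogene Pdha1l1 rose by 0.42 log2 (SE 0.067, adjusted p = 0.00257), with -0.19 log2 (SE 0.067, adjusted p = 0.772). Pdk4, the kinase that turns the complex off, is higher in T2D control as well. Of 26 measured genes of pyruvate dehydrogenase and the TCA cycle 10 rose and 3 fell in T2D control (10 and 3 adjusted over the list alone). Their median is 0.16 log2 (adjusted p = 9.58e-04, and adjusted p = 0.519 with an estimated correlation). Examples are Cs 0.52 (SE 0.059, adjusted p = 5.44e-04) up and Pdk1 -0.88 (SE 0.086, adjusted p = 3.02e-04), Suclg1 -0.53 (SE 0.061, adjusted p = 5.85e-04) and Sdhd -0.73 (SE 0.090, adjusted p = 8.44e-04) down. That call is lost with quantile normalization (adjusted p = 0.484) and over clusters with a mean log2 signal of at least 5 (adjusted p = 0.251), and the call of Dld in 10 of its alternative settings. After treatment 0 of the 26 pass, 3 have an unadjusted p under 0.05 and 1 fell when adjusted over the list alone. Their median is -0.06 log2 (adjusted p = 4.73e-05, and adjusted p = 0.577 with an estimated correlation). An example is Pdhb -0.15 (SE 0.069, adjusted p = 1). Without T2D control pool 4 that median is -0.10. Restoration of Pdha1, Pdha1l1 and Dld is 44.7%, 45.1% and 64.4%. In the same comparison with healthy, markers of macrophages rose in 14 of 21, of stellate cells in 13 of 21 and of sinusoidal endothelium in 15 of 16, and background probes, compared after seeing results, average 3.52 on the healthy and 2.85 on the T2D arrays.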

Interestingly, with regard to the molecular function identified with the GO analysis, we found that three of the targets were related to the pyruvate dehydrogenase activity. In the same analysis, we screened which cellular components are related to our identified targets. Overall, we found that 48 of 59 total targets were presented in the cytoplasm: 16 in the mitochondrion, seven in the mitochondrion matrix, and three in nuclear euchromatin.

On the other hand, we explored the cellular pathways related to our targets. 

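Genes of insulin and Foxo signalling split in T2D control livers: 9 rose and 4 fell of 22 (10 and 4 adjusted over the list alone; n = 3 pools per group). Sesn3, a stress-induced Foxo target, rose by 0.95 log2 (SE 0.10, adjusted p = 4.65e-04), while Igfals, which stabilises circulating IGF1, fell by 0.99 log2 (SE 0.082, adjusted p = 1.42e-04), Foxo4 by 0.68 log2 (SE 0.072, adjusted p = 4.07e-04) and Sesn1 by 0.64 log2 (SE 0.070, adjusted p = 4.76e-04). The list median is 0.23 log2 (adjusted p = 0.0135, and adjusted p = 0.482 with an estimated correlation), and its call is lost with quantile normalization (adjusted p = 0.316), median centring (adjusted p = 0.105), without healthy pool 8 (adjusted p = 0.0511) and over clusters with a mean log2 signal of at least 5 (adjusted p = 0.464). After treatment 0 of 22 pass, 6 have an unadjusted p under 0.05, 1 rose and 2 fell when adjusted over the list alone, and the list is not called (median 0.04, mean -0.10, tested direction lower, adjusted p = 0.953); Igfals 0.38 (SE 0.082, adjusted p = 0.258), Trib1 -0.65 (SE 0.17, adjusted p = 0.440) and Trib3 -0.70 (SE 0.23, adjusted p = 0.693) are its members with the smallest p besides Igfbp1. Among p53 targets and apoptosis genes 12 rose and 4 fell of 26 in T2D control (13 and 5 adjusted over the list alone). Their median is 0.28 log2 (adjusted p = 0.00170, and adjusted p = 0.365 with an estimated correlation). Ccng1 0.90 (SE 0.099, adjusted p = 4.93e-04), Plk2 1.33 (SE 0.17, adjusted p = 9.62e-04) and Casp2 0.56 (SE 0.071, adjusted p = 9.53e-04) rose, and Bad, a death promoter of the BCL2 family, fell by 0.39 (SE 0.059, adjusted p = 0.00197). After treatment 0 of these 26 pass, 8 have an unadjusted p under 0.05 and 0 pass when adjusted over the list alone. Their median is -0.01 log2 (adjusted p = 0.0243, and adjusted p = 0.590 with an estimated correlation). Examples are Plk2 -0.64 (SE 0.17, adjusted p = 0.449) and Bcl2l11 -0.41 (SE 0.13, adjusted p = 0.657). That call is lost without treated pool 1, without T2D control pool 5 and without any 1 healthy pool, with adjusted p-values from 0.0534 to 0.131, and the list mean is -0.18 log2. Immediate early genes, many of them targets of MAPK signalling, rose in 12 and fell in 2 of 34 in T2D control (14 and 3 adjusted over the list alone). Their median is 0.33 log2 (adjusted p = 5.2e-04, and adjusted p = 0.643 with an estimated correlation). An example is Sgk1 1.17 (SE 0.091, adjusted p = 1.11e-04). Over the brighter clusters the T2D calls of the last 2 lists are lost, with adjusted p = 0.0983 for p53 targets and apoptosis and 0.115 for immediate early genes. These T2D values move together with markers of macrophages (14 of 21 rose), stellate cells (13 of 21) and sinusoidal endothelium (15 of 16), and with background probes, compared after seeing results, at 3.52 on the healthy and 2.85 on the T2D arrays.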

Using the Kyoto Encyclopedia of Genes and Genomes (KEGG), we performed an analysis of the pathways and detected: 12 targets involved in metabolic pathways, eight in cancer, seven in MAPK signaling, six in PI3K/Akt signaling, six in Foxo, six in apoptosis, five in AMPK signaling, five in glucagon signaling, and four in insulin resistance.

According to the WikiPathways database, eight targets were involved in adipogenesis, along with six in MAPK signaling, five in insulin signaling, four in nuclear factor erythroid-derived 2-like 2 (Nrf-2) signaling, four in IL-6 signaling, four in apoptosis, four in hexose metabolism in proximal tubules, three in p38 MAPK signaling, three in tricarboxylic acid (TCA) cycle, and two in insulin-induced PI3K/Akt and MAPK in hepatocytes.

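NRF2 targets rose in 12 and fell in 4 of 24 in T2D control livers (13 and 4 adjusted over the list alone, n = 3 pools per group). Their median is 0.29 log2 (adjusted p = 5.92e-04, and adjusted p = 0.293 with an estimated correlation). Hmox1, heme oxygenase, rose by 1.22 log2 (SE 0.11, adjusted p = 1.98e-04), the exporter Abcc3 by 1.57 log2 (SE 0.15, adjusted p = 2.77e-04) and the epoxide hydrolase Ephx1 by 1.10 log2 (SE 0.096, adjusted p = 1.85e-04), while the glutathione transferase Gsta2 fell by 1.10 log2 (SE 0.11, adjusted p = 3.27e-04). Beside this T2D rise stand markers of macrophages, up in 14 of 21, of stellate cells, up in 13 of 21, and of sinusoidal endothelium, up in 15 of 16. Background probes, compared after seeing results, average 3.52 on the healthy and 2.85 on the T2D arrays, and intron probe sets of control genes 2.98 and 3.31. Of the 24 genes 1, Maff, fell after Cγ + lupanine, 6 have an unadjusted p under 0.05 and 4 fell when adjusted over the list alone. Their median is -0.05 log2 (adjusted p = 0.00142, and adjusted p = 0.456 with an estimated correlation). Abcc3 -0.70 (SE 0.15, adjusted p = 0.258), Sqstm1 -0.37 (SE 0.090, adjusted p = 0.352) and Srxn1 -0.20 (SE 0.051, adjusted p = 0.380) follow Maff by p. The call of the list after treatment is lost with quantile normalization (median 0.03, adjusted p = 0.0919), without T2D control pool 4 (median 0.01, adjusted p = 0.278) and over clusters with a mean log2 signal of at least 5 (adjusted p = 0.138), where the T2D call is lost too (adjusted p = 0.327). Cytokine and NF-kB genes, which include Il6, lie higher after treatment: 0 of 24 pass, 5 have an unadjusted p under 0.05 and 2 rose when adjusted over the list alone. Their median is 0.15 log2 (adjusted p = 7.1e-04, and adjusted p = 0.536 with an estimated correlation). The members with the smallest p are Acod1, Tnf 0.72 (SE 0.17, adjusted p = 0.332), Nos2, an inducible nitric oxide synthase, 0.67 (SE 0.24, adjusted p = 0.757) and Il1b 0.51 (SE 0.19, adjusted p = 0.829). That call is lost over the brighter clusters (adjusted p = 0.0511). Neutrophil and monocyte markers lie higher in the same comparison, with 0 of 14 past the adjusted test. Their median is 0.30 log2 (adjusted p = 2.19e-05, and adjusted p = 0.456 with an estimated correlation).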

## 3. Discussion

Lupins are legumes that have captured attention over the past years for their nutritional properties, traditionally regarding a higher protein content (up to ~40%). It is widely accepted that lupin bioactive compounds and nutraceuticals can exert novel and beneficial effects on animal and human health [5,39,40].

In 2004, it was reported, for the first time, a significant reduction in blood glucose levels after Cγ oral administration (30, 60, and 120 mg/kg BW) in rats, and the effect was dose-dependent. In addition, a similar effect was observed on glucose reduction in animals treated either with Cγ (120 mg/kg BW) or with metformin (50 mg/kg BW) [9]. On the other hand, the antidiabetic effect with other doses (28 mg/kg and 42 mg/kg BW) was also evaluated and confirmed [10,24]. Among the globulin protein fractions, the most studied has been Cγ; however, the biological activity of other conglutins such as beta conglutin (Cβ) remains to be further investigated. On the other hand, the different methodological aspects of the interventional studies with lupin whole seeds, protein isolates, or lupin fiber must be thoroughly analyzed in order to weigh their divergences in the biological effect [41,42].

Lupanine, another lupin bio-compound belonging to the group of quinolizidine alkaloids, exerts an antidiabetic effect, as demonstrated through in vitro and in vivo studies. Among these alkaloids, Garcia-Lopez and collaborators evaluated in mouse pancreatic islets the effects of lupanine, 13-α-OH lupanine, 17-oxo-lupanine, and 2-thionosparteine on insulin release at different glucose concentrations (3.3, 8.3, and 16.7 mmol). Interestingly, the results showed that 0.5 mM lupanine increased insulin secretion but only at high glucose concentrations, representing an advantage over sulfonylureas [43]. In 2015, Wiedemann and collaborators investigated in healthy and diabetic rats, the effect of the oral administration of 20 mg/kg BW lupanine (80 times lower than the reported LD50) [36]. After treatment, hypoglycemia was not observed either in healthy rats or in diabetic rats [37]. Therefore, in the first stage of our study, we selected different Cγ and lupanine doses and evaluated them independently, as well as in combination. Taken together, our results confirmed the antidiabetic effect of the individual treatments and were in agreement with the studies described previously. These data are also in line with the literature, where hypoglycemia was also not observed in animals after lupanine, Cγ or combined treatment (Table S1).

Previous studies have reported that the antidiabetic effect produced by lupanine lies in the blockade of ATP-dependent potassium channels, which is a crucial step for insulin release in β cells [37,43,44]. On the other hand, it has been shown that Cγ decreases the expression of glucose-6-phosphatase (*G6pc*), an enzyme responsible for the control of hepatic glucose production [12]. Regarding conventional diabetes treatment, drugs such as metformin and glibenclamide have been recommended as a common combination to manage T2D. Metformin constitutes first-line T2D treatment, and it has been demonstrated to decrease gluconeogenesis [45]. On the other hand, glibenclamide, a classical sulfonylurea, triggers insulin secretion by binding to the SUR1 subunit of the ATP-sensitive potassium (K_ATP_) channels, resulting in their closure in pancreatic β-cells [46].

After analyzing the effect of different doses combinations on glucose metabolism by OGTT, we identified the most effective combination (28 mg/kg BW Cγ plus 20 mg/kg BW lupanine). From our results, we speculated that both compounds in this combination effectively exert their antidiabetic effect on specific target organs (pancreas in the case of lupanine, and liver in the case of Cγ). It is worth to mentioning that this effect is even more visible in diabetic rats, since the effect of lupanine is displayed under high glucose concentrations. Regarding the chronic treatment effects with the selected dose, we focused on characterizing the biochemical parameters, as well as the liver gene expression profile among the evaluated groups.

The body weight of animals treated either with the combination of Cγ + lupanine or metformin + glibenclamide was significantly reduced after treatment. Our results are in agreement with previous studies that demonstrated a similar effect with individual treatments of glibenclamide or metformin in T2D-induced animals [47,48]. On the other hand, it has been also reported that lupin food products promote a reduction in body weight in animals and humans [49]. Interestingly, in our study, we tested Cγ, an isolated protein fraction, which possibly contributes to this effect. Whether lupanine also influences the body weight needs to be addressed in future studies.

Concerning biochemical parameters, one aspect that should be considered when comparing glucose values between different groups of experimentally induced animals is that their pretreatment values may vary among study groups. Among the reasons that can explain these differences, the biological variability of living organisms in response to experimental induction should be considered. In the same way, the random assignment of animals to the different experimental groups may also increase the variability. In our study, however, all the induced groups exhibited adequate glucose values for experimental diabetes in rats considering the established cutoff value (>200 mg/dL) [50]. Therefore, intragroup comparisons were performed between the pre- and post-treatment values of glucose, as well as the other biochemical analytes. In induced and treated animal groups with both combinations (Cγ + lupanine or metformin + glibenclamide), the animals displayed a reducing effect on glucose levels, in accordance with previous reports in the literature [12,37,51,52]. Compared to the conventional treatment with antidiabetic drugs, we found a decrease in triglyceride, cholesterol, and LDL-c levels after treatment with the combination of Cγ + lupanine. Other authors also reported a reduction in the parameters of the lipid profile, after treatment with lupin proteins or metformin, in similar experimental models [53,54]. In contrast, in the hepatic profile, we observed an increase in ALT and AST levels, explained by the liver damage caused by the induction model, as reported previously [55]. Lastly, treated animals with Cγ + lupanine showed an improvement in urea and creatinine, biochemical parameters related to renal function. In agreement with these results, an improvement of urea and creatinine levels was reported after treatment with the rutaecarpine alkaloid in a comparable experimental model (HFD + STZ) [56].

Since, in the diabetes pathophysiology, the liver represents a key organ in metabolism regulation, we decided to evaluate the hepatic gene expression profile. According to the bioinformatic analysis of our microarray results, we firstly identified different signaling pathways between both untreated groups (healthy and T2D animals), influenced only by the T2D experimental induction. 

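In T2D control livers, genes of the integrated stress response, cytokines and the respiratory chain differ from healthy (n = 3 pools per group). Integrated stress response genes rose in 11 and fell in 1 of 28 (11 and 1 adjusted over the list alone). Their median is 0.28 log2 (adjusted p = 3.9e-05, and adjusted p = 0.370 with an estimated correlation). Asns, asparagine synthetase, rose by 1.09 log2 (SE 0.063, adjusted p = 3.84e-05) and Slc3a2, a subunit of amino acid transporters, by 0.52 log2 (SE 0.089, adjusted p = 0.00346). Unfolded protein response genes rose in 5 and fell in 1 of 19 (6 and 1 adjusted over the list alone). Their median is 0.25 log2 (adjusted p = 0.00378, and adjusted p = 0.519 with an estimated correlation). Examples are the sensors Eif2ak3 1.29 (SE 0.11, adjusted p = 1.73e-04) and Atf6 1.11 (SE 0.13, adjusted p = 6.86e-04) and the chaperone Hspa5 0.63 (SE 0.11, adjusted p = 0.00383) up and Sdf2l1 -0.89 (SE 0.16, adjusted p = 0.00423) down. With quantile normalization the median turns to -0.02 and the call is lost (adjusted p = 0.685). Cytokine and NF-kB genes rose in 11 and fell in 0 of 24 (13 and 0 adjusted over the list alone). Their median is 0.59 log2 (adjusted p = 6.4e-06, and adjusted p = 0.293 with an estimated correlation). Tgfb1, which drives fibrosis, rose by 1.53 log2 (SE 0.12, adjusted p = 1.01e-04), the chemokine Ccl3 by 2.47 log2 (SE 0.19, adjusted p = 1.17e-04) and Tnfaip3, which restrains NF-kB, by 2.62 log2 (SE 0.38, adjusted p = 0.00159). Antioxidant enzymes fell in 9 and rose in 3 of 19 (9 and 3 adjusted over the list alone) with no call for the list (median -0.13 log2, adjusted p = 0.486); Sod1, superoxide dismutase, fell by 0.81 log2 (SE 0.074, adjusted p = 2.2e-04) and Gpx4 by 1.07 log2 (SE 0.13, adjusted p = 6.92e-04). Respiratory chain genes fell in 14 and rose in 1 of 24 (16 and 1 adjusted over the list alone). Their median is -0.35 log2 (adjusted p = 0.00378, and adjusted p = 0.669 with an estimated correlation). Examples are Atp5po -1.23 (SE 0.083, adjusted p = 6.59e-05), Uqcrb -0.78 (SE 0.063, adjusted p = 1.25e-04) and Ndufa1 -1.36 (SE 0.13, adjusted p = 2.99e-04). Hypoxia response genes rose in 9 and fell in 3 of 17 (10 and 3 adjusted over the list alone). Their median is 0.34 log2 (adjusted p = 9.58e-04, and adjusted p = 0.293 with an estimated correlation). Examples are Egln3 1.73 (SE 0.16, adjusted p = 2.68e-04) and Hk2 0.69 (SE 0.071, adjusted p = 3.8e-04). Over clusters with a mean log2 signal of at least 5 the calls of the integrated stress response (adjusted p = 0.115), the unfolded protein response (adjusted p = 0.291) and hypoxia (adjusted p = 0.110) are lost. Macrophage (14 of 21), stellate (13 of 21) and endothelium markers (15 of 16) rose in the same livers, and intron probe sets of control genes, compared after seeing results, average 2.98 on the healthy arrays and 3.31 on the T2D arrays.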

Several studies have reported that oxidative stress, mitochondrial dysfunction, endoplasmic reticulum stress, inflammation, and lipotoxicity are relevant processes in the T2D development [57]. 

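Of the 2848 clusters past the study's threshold between T2D control and healthy livers, 179 (6.29%) lie at least 50% of the way back after Cγ + lupanine, and 30 (1.05%) reach or pass the healthy mean (n = 3 pools per group). Slc20a1, Cyp2b1 and Ppargc1a are among the 179; Gpnmb, which marks activated macrophages, is not, with 10.45 (SD 0.17) in T2D control and 10.46 (SD 0.16) in treated livers. Sqle, an enzyme of cholesterol synthesis, also stays at the T2D level, with 3.85 (SD 0.063) and 3.77 (SD 0.15). The median restoration over the 2848 is 6.63%, and 35.1% lie further from healthy. On a linear scale 12.1% reach 50%. In 100 simulations with no treatment effect, 0.357% to 0.935% are restored by at least 50%. The simulated noise is independent between clusters, so a shift shared by many genes of 1 pool is not part of it. Across all clusters the T2D and treatment differences correlate at -0.259 (Spearman -0.220). The same simulations, with the T2D effect kept and no treatment effect, give -0.142 to -0.109. Groups with no change at all, where the shared T2D control arrays make up all that the differences have in common, give -0.512 to -0.487, so the observed correlation is not to be read against them. The covariance, to which shared arrays add the same amount with or without effects, is -0.0186 against -0.00741 in the simulations. The correlation is -0.183 without treated pool 1 and -0.291 at most negative, and clusters are not independent replicates.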

Remarkably, we identified genes in T2D-induced rats that restored partially their gene expression levels after the treatment with Cγ + lupanine. Such genes were related to different pathways: in the oxidative stress pathway, *Ddit3*, *Foxo1*, *Foxo3*, *Klf6*, *Ppargc1a*, and *Serpine1*; in the IL-6 signaling pathway, *Map2k6*, *Foxo1*, *Foxo3*, and *Jun*; in the Nuclear factor erythroid 2-related factor 2 (Nrf2) signaling pathway, *Map2k6*, *Slc1a4*, *Gstk1*, and *Jun*. These findings are in accordance with previous studies that analyzed the individual Cγ effect to reduce the proinflammatory response and insulin resistance in PANC-1 cells, through the modulation of INF-γ expression, cytokines (IL-6, IL-12P70, IL-17A, and IL-27), and ROS levels, as well as an increase in antioxidant molecules [20,58]. Furthermore, animal studies have reported that the intake of soybean proteins directly improves oxidative stress [59,60,61]. 

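In the study's oxidative stress, IL-6 and Nrf2 genes, 8 of 9 measured rose and 0 fell in T2D control against healthy (8 and 1 pass when adjusted over the list alone; n = 3 pools per group). After Cγ + lupanine 0 of the 9 pass over all clusters, 7 have an unadjusted p under 0.05, and 1 rose and 6 fell when adjusted over the list alone; the study chose them on these arrays, so this is not independent evidence of direction. Ddit3, the death-promoting factor CHOP, rose by 1.11 log2 (SE 0.29, adjusted p = 0.0187) and then has -1.02 log2 (SE 0.29, adjusted p = 0.501), a restoration of 92.6%. Jun, a subunit of AP-1, rose by 1.31 log2 (SE 0.36, adjusted p = 0.0249) and then has -1.43 log2 (SE 0.36, adjusted p = 0.399) (109.6%), and Klf6, a zinc finger factor, rose by 1.30 log2 (SE 0.18, adjusted p = 0.00122) and then has -0.79 log2 (SE 0.18, adjusted p = 0.290) (60.4%). Ppargc1a rose by 1.89 log2 (SE 0.48, adjusted p = 0.0169), with -1.25 log2 (SE 0.48, adjusted p = 0.851) after treatment (66.0%), the amino acid transporter Slc1a4 by 1.28 log2 (SE 0.31, adjusted p = 0.0149), with -0.87 log2 (SE 0.31, adjusted p = 0.781) (68.0%), and the glutathione transferase Gstk1 by 2.02 log2 (SE 0.26, adjusted p = 0.00106), with -0.89 log2 (SE 0.26, adjusted p = 0.569) (44.3%). Foxo1 rose by 0.94 log2 (SE 0.31, adjusted p = 0.0475) and has -0.24 log2 (SE 0.31, adjusted p = 1) (25.8%), and Foxo3 rose by 0.60 log2 (SE 0.13, adjusted p = 0.00839) and has -0.20 log2 (SE 0.13, adjusted p = 1) (32.9%), both transcription factors that insulin keeps out of the nucleus. Map2k6, a kinase that activates p38, has -0.28 log2 (SE 0.10, adjusted p = 0.0684) in T2D control and 0.31 log2 (SE 0.10, adjusted p = 0.724) after treatment. The paper proposes that Cγ and lupanine together act against inflammation and oxidation and so restore these genes. The T2D call is lost in 9 alternative settings for Foxo1, 4 for Ppargc1a, 4 for Jun, 3 for Ddit3 and 2 for Slc1a4.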

Even if studies addressing the antioxidant or anti-inflammatory effect of lupanine have not been conducted, some reports have evaluated the effects of different alkaloids showing a gene expression reduction in proinflammatory genes such as TNF-α, IL-6, and IL-1 followed by an increase in antioxidant enzymes due to Nrf2 signaling activation and a decrease in the profibrogenic transcription factor Snail-1 [62,63]. Therefore, we hypothesize that the Cγ + lupanine combination exerts synergized anti-inflammatory and antioxidant effects that allow the restoration of the expression of genes involved in the abovementioned processes.

In order to explain the observed metabolic and biochemical effects of animals treated with Cγ + lupanine treatment, we focused on identifying genes involved in the metabolism of lipids and carbohydrates which restored their gene expression levels to a healthy condition. We found that *Pdk4*, *G6pc*, *Foxo1*, *Foxo3*, *Ppargc1a*, *Serpine1*, *Myc*, *Slc37a4*, *Irs2*, and *Igfbp1* were relevant genes in these processes, partially reestablishing their expression levels after treatment. 

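Of the 9 measured genes in this group 7 rose and 2 fell in T2D control against healthy (7 and 2 adjusted over the list alone), and after Cγ + lupanine 0 pass over all clusters, 6 have an unadjusted p under 0.05, and 1 rose and 5 fell when adjusted over the list alone (n = 3 pools per group). Pdk4, which blocks entry of pyruvate into the TCA cycle, rose by 1.07 log2 (SE 0.25, adjusted p = 0.0117) and then has -1.21 log2 (SE 0.25, adjusted p = 0.216), a restoration of 113%. Igfbp1, an IGF-binding protein that insulin represses, rose by 2.14 log2 (SE 0.29, adjusted p = 0.00123) and then has -1.09 log2 (SE 0.29, adjusted p = 0.449) (50.9%). Irs2, an adaptor of the insulin receptor, rose by 1.44 log2 (SE 0.33, adjusted p = 0.0118) and then has -0.84 log2 (SE 0.33, adjusted p = 0.872) (58.6%), and Myc rose by 1.12 log2 (SE 0.15, adjusted p = 0.00111) and then has -0.85 log2 (SE 0.15, adjusted p = 0.138) (75.3%). G6pc1, the catalytic subunit of glucose 6-phosphatase, fell by 1.51 log2 (SE 0.43, adjusted p = 0.0279) and then has 0.86 log2 (SE 0.43, adjusted p = 1) (56.9%); Slc37a4, which carries glucose 6-phosphate into the endoplasmic reticulum, fell by 0.66 log2 (SE 0.078, adjusted p = 6.91e-04) and then has 0.23 log2 (SE 0.078, adjusted p = 0.725) (34.9%). Foxo1, Foxo3 and Ppargc1a rose in T2D control and lie lower after treatment, and the T2D call of G6pc1 is lost in 5 alternative settings. In the wider list of gluconeogenesis and glucose output 6 rose and 4 fell of 20 in T2D control (7 and 4 adjusted over the list alone; median 0.05 log2, adjusted p = 0.127), with Crtc2 0.41 (SE 0.062, adjusted p = 0.00198) and Slc2a2 0.59 (SE 0.091, adjusted p = 0.00210) up and Gpt -0.52 (SE 0.11, adjusted p = 0.00780) down. After treatment 0 of the 20 pass, 4 have an unadjusted p under 0.05 and 0 pass when adjusted over the list alone (median -0.04 log2, -0.08 without T2D control pool 4, adjusted p = 0.912). The 9 genes were chosen by the study on these arrays and so are not independent evidence of direction. Markers of macrophages (14 of 21), stellate cells (13 of 21) and sinusoidal endothelium (15 of 16) rose in the same T2D control livers, and background probes, compared after seeing results, average 3.52 on the healthy and 2.85 on the T2D arrays.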

Our results are in accordance with previous studies with similar T2D induction models, which reported comparable findings in such genes involved in lipid and carbohydrate metabolism. It has also reported that one of the main regulators of gluconeogenesis is the transcriptional factor *Foxo1*, which binds to insulin-sensitive elements in the promoter of *Pdk4*, *G6pc*, and *Pepck* genes [64]. Moreover, it was reported that the response to insulin in the liver was related to the increase in *Foxo1* and *Foxo3* phosphorylation associated with the upregulation of *Gck* and the downregulation of *G6pc* and other canonical targets of *Foxo* in the liver, such as *Pck1*, *Igfbp1*, and *Ppargc1a* [65]. On the other hand, it has been reported that the modified gene expression of *Slc37a4* (6-phosphate glucose transporter, G6P) is related to the *de novo* stimulation of lipogenesis and the development of liver steatosis [66]. Regarding *Serpine1*, it was observed that, together with *Cdkn1a* and *Rprm*, it participates in the p53 signaling pathway and is involved in hepatocyte apoptosis during NAFLD development [67]. As another restored gene related to apoptosis, *Myc* is a regulator of cell proliferation, and the modification of its gene expression levels was related to T2D [68]. Moreover, some studies have shown a reduction in *Irs2*, a molecule involved in the insulin signaling after T2D induction [69,70,71]. Altogether, the restoration of the expression of these abovementioned genes by Cγ + lupanine treatment indicates an improvement of liver function, contributing to suppress the oxidative stress, endoplasmic reticulum stress, and apoptosis. These effects may also promote cell proliferation, normalization of autophagy, and regulation of mechanisms implicated in lipid and carbohydrate metabolism, which are altered in T2D. However, future studies might validate our current results by applying techniques such RT-qPCR and/or Western blot for further analysis of specific targets.

## 4. Materials and Methods

### 4.1. Plant Material

*Lupinus albus* certified seeds were kindly provided by E. van Santen (College of Agriculture, Auburn University, Auburn, AL, USA). Lupin seeds were dehulled and ground to flour. Next, lupin flour was hexane-defatted by reflux (36 h) using a Soxhlet equipment, according to Wink’s specifications [72,73].

#### 4.1.1. Extraction and Characterization of Bioactive Compounds from Defatted Lupinus Albus Flour

##### Isolation of the Quinolizidine Alkaloid, Lupanine

Briefly, the defatted lupin flour was dried for 24 h in a laboratory fume hood at room temperature; afterward, a 25% (KHO) solution was added to 300 g of this flour until a paste was obtained and allowed to stand for 3 h. Next, 300 g of diatomaceous earth (DE) was added, and the homogenized mixture underwent reflux with anhydrous ether for 14 h. The solvent was recovered using a rotary evaporator, and the residue with a high content of lupanine was used for obtaining lupanine perchlorate as follows: the residue was resuspended with 50 mL of methanol, and the pH was adjusted to 6.5 with perchloric acid and by the friction of the vessel walls with a glass rod the crystallization once initiated. It was allowed to stand for 12 h to evaporate the solvent. The ethanol solution containing the crystals leaked and was immediately washed with anhydrous ether.

##### Characterization and Detection of Alkaloids by Thin-Layer Chromatography (TLC)

Lupanine perchlorate crystals were resuspended in 1 mL of distilled water, and four drops of 1 M ammonium hydroxide and 1 mL of dichloromethane were added. The mixture was stirred and allowed to rest for a few minutes until two immiscible phases were distinguished; the lower phase (dichloromethane) was separated using a Pasteur pipette. Confirmation of lupanine isolation in the form of perchlorate was performed by thin-layer chromatography (TLC). For the TLC, aluminum plates covered with silica gel 60 GF254 (Merck) were used, with a mixture of dichloromethane, methanol, and NH_4_OH in a proportion of 8:2:0.5, while Dragendorff reagent was used to reveal the results [74].

##### Gamma Conglutin (Cγ) Extraction

The Cγ protein was extracted following a method described previously [11,12,21,38]. First, double-distilled water (ddH_2_O) was added to 20 g of defatted lupin flour (at a 1:10 flour-to-ddH_2_O ratio) to separate the albumin fraction. The suspension was stirred for 2 h at 4 °C. Next, it was centrifuged at 8000 rpm for 30 min at 4 °C, and the supernatant was eliminated. Then, the sediment was resuspended in a 10% NaCl (pH 7.0) and stirred for 12 h to 4 °C. The suspension was centrifuged in the same conditions, and the supernatant was recovered (globulin fraction). Next, the globulins were precipitated out by saturation with 85% ammonium sulfate and then centrifuged under the conditions described above. The pellet was dissolved in 0.1 M phosphate buffer (pH 6.8) and dialyzed in 0.2 M acetate buffer (pH 4.8) for 18 h. After this period, the mixture was centrifuged (8000 rpm for 30 min at 4 °C) to separate α conglutin contained in the sediment. The supernatant was dialyzed against ddH_2_O for 48 h at 4 °C. Finally, the solution was centrifuged (8000 rpm for 30 min at 4 °C), and the supernatant containing Cγ was lyophilized (Freeze Drying 4.5, LABCONCO) at −50 °C, 0.040 mbar, for 8 h.

##### Characterization of Cγ by SDS-PAGE

The Cγ isolate was characterized by 12% SDS polyacrylamide gel electrophoresis (SDS-Page). Protein samples (2 μg) were mixed with Laemmli sample buffer (Bio-Rad, Milan, Italy) with and without 1% β-mercaptoethanol (reducing and nonreducing conditions, respectively). They were incubated at 90 °C for 2 min and then centrifuged at 1000 rpm for 10 min at 4 °C. Electrophoresis in polyacrylamide was performed using the Protean^®^ Tetra Cell Mini-gel kit (Bio-Rad, Milan, Italy). The gels were stained with Coomassie brilliant blue G-250 (Bio-Rad, Milan, Italy). A Benchmark ™ Pre-stained protein ladder (Invitrogen, Loughborough, UK) was included to compare the relative molecular masses of native and reduced Cγ.

### 4.2. Preparation of Protein in Solution with Alkaloid

During the quality control when carrying out the OGTT assays in healthy rats, the following points were considered:

(a) Exact calculation of the amount of Cγ and lupanine needed for each study animal according to body weight.

(b) Cγ + lupanine solutions were prepared at different doses and dissolved in physiological saline solution (vehicle). Since the lupanine dose was very small, a lupanine stock solution (with a higher concentration) was prepared, and the corresponding alkaloid volume was calculated according to the body weight of each animal. Lupanine and Cγ volumes were mixed together for oral co-administration.

### 4.3. Animals

Male Wistar rats between 6 and 8 weeks of age (150–220 g body weight, BW) were obtained from the Universidad de Guadalajara bioterium. Animals were allowed to adapt for a period of 7 days, and then maintained at 24 ± 2 °C, 55% ± 5% humidity, and light/dark cycles of 12 h each. Water and standard rat diet were provided ad libitum. Research, Bioethics, and Biosecurity Committees of the Universidad de Guadalajara approved this study (CI-01919). All procedures were conducted in accordance with the International Guidelines for Care and Use of Laboratory Animals and the Mexican Official Standard 062 (update NOM-062-ZOO-2001).

### 4.4. Study Design

In this study, we assessed the acute and chronic effects of dose combinations of Cγ and lupanine. In a first stage, we performed the oral glucose tolerance test (OGTT) in heathy animals treated with a single dose combination of the compounds. With the results, we were able to identify the best dose combination. Then, we corroborated the observed acute effects of the selected dose combination in T2D animals.

Afterward, we administered daily the selected dose combination for a week in T2D animals. After this time period, we explored the gene expression profile using DNA microarrays and bioinformatic analysis of the results (Figure 6).

#### 4.4.1. Oral Glucose Tolerance Tests to Screen Cγ and Lupanine Combined Doses and Its Acute Treatment Effects

Our first aim was the identification of the best dose combination of Cγ and lupanine on glycemia in healthy and diabetic animals. Therefore, we administered a single dose of each compound and evaluated its antidiabetic effect using oral glucose tolerance tests (OGTTs). We decided to test the effect under physiologic and diabetic conditions (healthy and diabetic rats). During this acute treatment phase, we tested different doses of the compounds to identify the best dose combination that leads to a greater decrease in blood glucose levels. Male rats were randomly assigned to different groups (*n* = 4). Next, we performed the OGTT with and without treatment on each experimental group, meaning that each group was its own control during the experiments. In the control OGTT, the animals received only vehicle (0.9% *w*/*v* NaCl). In the OGTT with treatment, first, the compounds extracted from *Lupinus albus* were evaluated individually according to the minimum and maximum doses reported in the scientific literature: 28 mg/kg BW [24] and 120 mg/kg BW [9,11,38] Cγ, and 10, 20 [37], and 30 mg/kg BW lupanine, in healthy and diabetic rats. In addition, we evaluated the conventional pharmacological treatments for T2D, 300 mg/kg BW of metformin [12,75] and 10 mg/kg BW of glibenclamide [11], individually and combined in diabetic rats.

Several OGTT were performed with eight different combinations:

(1) 28 mg/kg BW Cγ + 10 mg/kg BW lupanine,

(2) 28 mg/kg BW Cγ + 20 mg/kg BW lupanine,

(3) 28 mg/kg BW Cγ + 30 mg/kg BW lupanine,

(4) 75 mg/kg BW Cγ + 20 mg/kg BW lupanine,

(5) 120 mg/kg BW Cγ + 10 mg/kg BW lupanine,

(6) 120 mg/kg BW Cγ + 20 mg/kg BW lupanine,

(7) 120 mg/kg BW Cγ + 30 mg/kg BW lupanine,

(8) 300 mg/kg BW metformin + 10 mg/kg BW glibenclamide.

Later, the results were analyzed and compared. We selected the dose combination comparable to the antidiabetic effect exerted by the metformin and glibenclamide combination. The treatment effects triggered by the different combination doses were selected according to their statistical significance in the area under the curve (AUC) analysis. This analysis including a comparison (when compared with the control without treatment), was performed in triplicate in healthy rats to confirm reproducibility. Finally, we also performed the OGTT in diabetic rats employing the best combinations to identify the most efficient dose combination. According to our results, the dose combination selected for the chronic phase was 28 mg/kg Cγ + 20 mg/kg lupanine.

##### Oral Glucose Tolerance Test (OGTT)

The OGTT was performed to identify the magnitude of the antidiabetic effect and the optimal doses, in both healthy and T2D rat groups. The animals were subjected to a fasting period of 12 h. Animals received the treatment or vehicle (0.9% *w*/*v* NaCl), 30 min before oral administration of a glucose solution (2 g/kg BW). The blood samples were collected from the tail vein, and blood glucose was measured with a standard glucometer (Accuchek, Roche, Germany) at 0, 30, 60, 90, and 120 min.

In the case of diabetic animals, we performed a similar protocol without the administration of the glucose load, to maintain the glycemia levels within glucose values detectable by the glucometer during the assay (<599 mg/dL).

##### Delta Glucose Curves

The data were normalized (calculating delta glucose values) by setting the baseline glucose values at zero and calculating the difference between each time interval. Due to the variations in baseline blood glucose, the delta glucose area under curve was calculated [76].

##### Delta Glucose AUC Values

The area under the curve (AUC) of each experimental group was calculated using the trapezoidal rule between 0 at 120 min, which represents the magnitude of the glucose response. The glucose response of treated animals was compared with their AUC when they received only vehicle (control, intra-treatment analysis). Then, the delta glucose AUC of each experimental condition was calculated as a percentage.

#### 4.4.2. Chronic Treatment Effects

To evaluate the chronic effect of the selected dose combination of Cγ and lupanine, we performed a 1 week treatment in different animal groups, and then evaluated biochemical and molecular parameters.

Animals were randomly assigned to four experimental groups (*n* = 10):

Healthy control group: rats receiving only vehicle (0.9% *w*/*v* NaCl),

T2D control group: diabetic rats with vehicle administration,

T2D lupin group: diabetic rats treated with the combination of 28 mg/kg BW Cγ + 20 mg/kg BW lupanine (both isolated from *Lupinus albus*), dissolved in the same vehicle,

T2D pharmacological group: diabetic rats treated with the combination of 300 mg/kg BW metformin + 10 mg/kg BW glibenclamide group dissolved in the same vehicle.

All animals were daily administered by oral gavage for seven consecutive days at the same hour.

### 4.5. T2D Model

The animals were induced to T2D by feeding a HFD including 60% fat of animal origin [50,77] for 4 weeks. Then, they were fasted for 12 h, received a single intraperitoneal (i.p.) injection of a low dose of STZ (35 mg/kg BW, diluted in a 0.1 M sodium citrate buffer, pH 4.5), and continued receiving HFD weekly [78,79,80]. At the fifth week, fasting glucose concentration was monitored using a glucometer (Accuchek, Roche, Germany). Animals exhibiting glycemia ≥200 mg/dL were considered as diabetic.

### 4.6. Blood Collection

The animals were fasted for 12 h and anesthetized with isoflurane. Peripheral blood samples were collected from the retro-orbital plexus. Serum was separated by centrifugation of blood samples (3500 rpm, 15 min, 4 °C) and stored in aliquots at −70 °C until analysis.

### 4.7. Biochemical Parameters

Serum concentration of biochemical analytes was determined by colorimetric assays using a semi-automated spectrophotometer (BTS-350; BioSystems, Barcelona, Spain). Serum levels of glucose, alanine aminotransferase (ALT), aspartate aminotransferase (AST), urea, creatinine, total cholesterol (TC), high-density lipoprotein cholesterol (HDL-c), low-density lipoprotein cholesterol (LDL-c), and triglycerides were quantified before (pre-) and after (post-) chronic treatment effects. All procedures were performed according to the manufacturer’s instructions (BioSystems, Barcelona, Spain).

### 4.8. RNA Extraction

The extraction of total liver tissue RNA was carried out using the RNeasy^®^ Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer’s recommendations. The concentration and purity of the RNA were quantified by spectrophotometry using a Nanodrop 2000 spectrophotometer (ThermoFisher Scientific, Santa Clara, CA, USA). The integrity of the RNA was evaluated by microfluidic analysis using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) with an RNA LabChip^TM^ Kit (Agilent Technologies, Santa Clara, CA, USA) and denaturing agarose gel electrophoresis.

### 4.9. DNA Microarray

Three biological replicates of liver total RNA pools were prepared for each experimental group: healthy rat group, type 2 diabetic control group, and type 2 diabetic rats treated with 28 mg/kg BW Cγ + 20 mg/kg BW lupanine. Each pool consisted of the mixture of RNA isolated from three different animals.

A total of three technical replicates (derived from the RNA of nine animals per group) were processed for hybridization into the Affymetrix’s Clariom^TM^ D Rat (Affymetrix, Santa Clara, CA, USA) at the Microarray Unit of the National Institute of Genomic Medicine (INMEGEN), Mexico. The procedures of hybridization and scanning of the microarray were performed according to GeneChip^TM^ Whole-Transcript (WT) Expression Arrays User Guide of Affymetrix Corporation. Briefly, Clariom D rat is based on a photolithographic microarray platform with oligonucleotide sequences printed onto a glass substrate formatted cartridge. Initially, the synthesized first-strand cDNA was performed by reverse transcription, and total RNA was primed with primers containing a T7 promoter sequence at the 5′ end. The second-strand cDNA was synthesized by simultaneously using DNA polymerase and RNAase H to degrade the RNA. The second-strand cDNA was converted to double-stranded cDNA, which acted as a template to synthesized cRNA in vitro transcription (RT-IVT method). Samples were hybridized for 16 h at 4 °C. Then, cRNA purification and quantification were carried out, and enzymes, salts, inorganic phosphates, and unincorporated nucleotides were removed to prepare the cRNA for second cycle single-stranded cDNA (ss-cDNA) synthesis by reverse transcription of cRNA. RNase H was added to remove template RNA. The ss-cDNA was purified and fragmentation using uracil-DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE1) at the unnatural dUTP residues. The fragmented cDNA was labeled with terminal deoxynucleotidyl transferase (TdT) and biotinylated labeling reagents. Next, 5.2 µg of fragmented and biotinylated ss-cDNA was added to 160 µL of Hybridization Master Mix. Subsequently, the hybridization cocktails were prepared and heated at 99 °C for 5 min and 45 °C before injecting 200 µL into the Clariom D Rat array. The arrays were incubated in the GeneChip Hybridization Oven 645 and rotated at 60 rpm for 16 h at 45 °C. Immediately after hybridization, the arrays were stained and washed using the GeneChip Hybridization, wash, and stain kit (Thermo Fisher Scientific REF 900720) and GeneChip Fluidics Station 450. The array was scanned using a GeneChip Scanner 3000 7G System (Affymetrix, CA, USA). Array scanning was performed according to the manufacturer’s instructions (Affymetrix). Data files of type CEL and CHP were generated and processed with the Affymetrix software.

### 4.10. Bioinformatic Analysis

The gene expression files were processed and analyzed with the Applied Biosystems^TM^ Transcriptome Analysis Console 4.0.2 (TAC, ThermoFisher Scientific, Santa Clara, CA, USA). Gene expression data were RMA normalized, and differential expression was determined with the following parameters: RMA + DABG (*Rattus norvegicus*) and expression analysis according to fold change <−2 or >2, *p* < 0.05; ANOVA method ebayes. For the transcriptome analysis, group sample signals of each gene were compared to all groups to identify which genes were reestablished to a healthy gene expression level (exhibited by the healthy untreated group) after the Cγ + lupanine treatment. For functional enrichment analysis, STRING software was used to analyze differentially expressed targets interactions. Gene Ontology (GO), KEGG pathways, and WikiPathways analyses were performed to identify the main biological functions, cellular compartments, and pathways, as well as molecular networks, influenced by the treatment.

### 4.11. Statistical Analysis

The data were expressed as the mean ± standard error of the mean (SEM). Results from the area under the curve (AUC) of OGTT, and the intragroup differences (pre vs. post treatment) of the biochemical analytes were evaluated with the paired *t*-test. A *p*-value < 0.05 was considered significant. Graphing and calculation of AUC analysis were performed using GraphPad Prism Software version 8.0.1 (GraphPad Software, San Diego, CA, USA). Gene expression level data were analyzed according to the Affymetrix software.

## 5. Conclusions

Our findings showed that the combination of two lupin natural compounds, Cγ + lupanine, provides a promising beneficial effect for a future therapeutic application in the prevention or management of T2D. The dose combination with the highest antidiabetic effect was 28 mg/kg BW Cγ plus 20 mg/kg BW lupanine. Interestingly, our findings revealed that this combination significantly improved the hyperglycemia and lipid profile. The profile of gene expression levels shows that *Pdk4*, *G6pc*, *Foxo1*, *Foxo3*, *Ppargc1a*, *Serpine1*, *Myc*, *Slc37a4*, *Irs2*, and *Igfbp1* genes were restored, at different magnitudes, whereby their expression tended toward levels observed in a healthy condition. The main biological processes associated with these genes are oxidative stress, apoptosis regulation, and glucose and fatty-acid homeostasis. Additional studies will be helpful to corroborate our current results and contribute to a further understanding of the mechanism of action of this combined treatment. Research studies addressing pharmacokinetics and pharmacodynamics of Cγ and lupanine are also required, to establish their potential therapeutic application in humans.

## Figures and Tables

**Figure 1:**
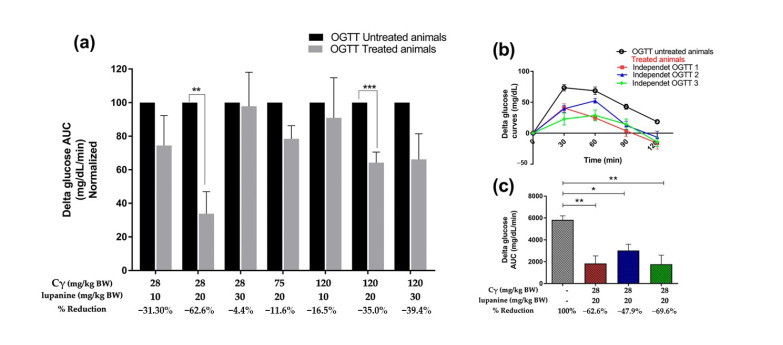
Glycemia reduction effect (percentage) of the different dose combinations of Cγ + lupanine. (**a**) OGTTs were performed with and without treatment in the same animal group. Delta glucose AUC values from untreated rats were normalized as 100%. Consequently, delta glucose AUC values from treated rats and the effect on glycemia reduction were calculated. (**b**) Glycemia reduction effect of 28 mg/kg BW Cγ + 20 mg/kg BW lupanine on healthy rats (*n* = 4) was confirmed in three independent experiments. Delta glucose curves obtained from OGTTs. (**c**) Delta glucose AUC (percentage) of three independent assays. Data were analyzed using a paired *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
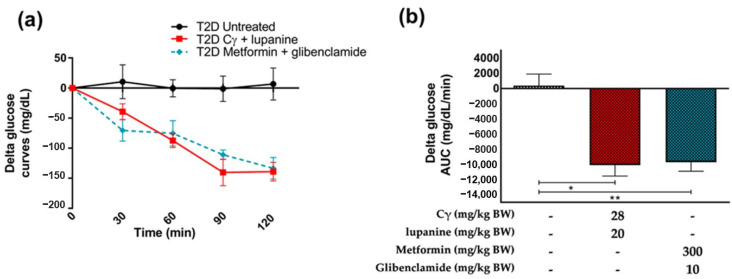
Comparison of acute treatment effects of Cγ + lupanine versus metformin + glibenclamide. (**a**) Follow-up of blood glucose concentration in response to the treatments: 28 mg/kg BW Cγ + 20 mg/kg BW lupanine and 300 mg/kg metformin + 10 mg/kg glibenclamide in diabetic rats, *n* = 4. Delta glucose curves at the different evaluated timepoints (**b**) Delta glucose AUC values. Data were analyzed using a paired *t*-test. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
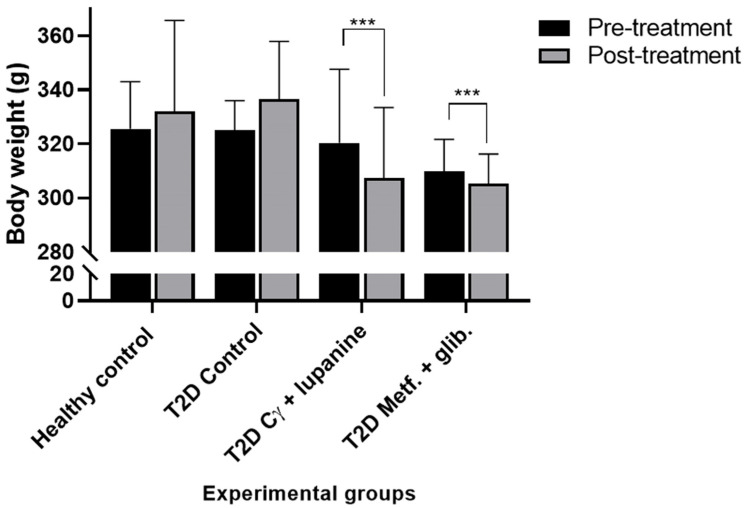
Comparison of body weight change among the experimental diabetic groups. In the untreated groups (healthy and diabetic animals), the body weight increased by 13 g and 11 g, respectively. In contrast, T2D rats that received the combination of our compounds showed a diminution of 13 g. Similarly, the rats that received the pharmacological treatment diminished their body weight by 4 g. Paired *t*-test between the body weight of animals on the first and last day of treatment, *n* = 10. *** *p* > 0.0001.

**Figure 4:**
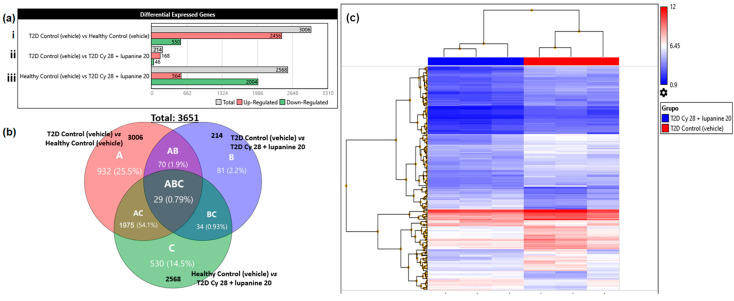
Overview of upregulated and downregulated genes in the experimental groups. (**a**) Differentially expressed genes comparing (**ai**) the T2D control vs. healthy control, (**aii**) T2D control vs. T2D Cγ + lupanine, and (**aiii**) healthy control vs. T2D Cγ + lupanine (**b**) Venn diagram depicting the number of DEGs among the experimental groups. (**c**) Hierarchical clustering analysis of comparison between T2D Cγ + lupanine group in blue color and the T2D untreated group in red color.

**Figure 5:**
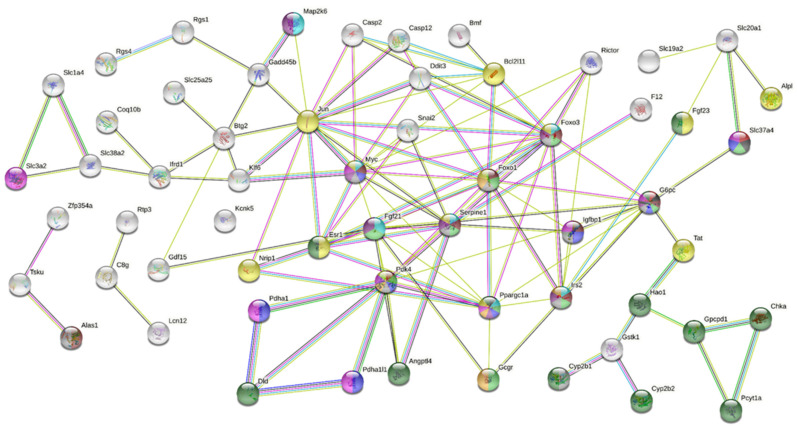
Functional enrichment analysis by STRING. Biological processes, color (pantone hex code): gluconeogenesis, dark gray (#53565a); glucose-6-phosphate transport, red (#c1232d); glucose metabolic process, blue (#0026ab); glucose homeostasis, light green (#9dd38b); response to carbohydrate, purple (#634177); cellular response to carbohydrate stimulus, turquoise (PMS 3115 C; #00c1d4); regulation of cellular carbohydrate metabolic process, yellow mustard (#e1ad01); carbohydrate metabolic process, pink (#d62598); cellular response to insulin stimulus, ruby wine (#77353d); response to insulin, light gray (#c5c6c7); response to lipid, yellow (#ffe957); lipid metabolic process, dark green (#284d1c).

**Figure 6:**
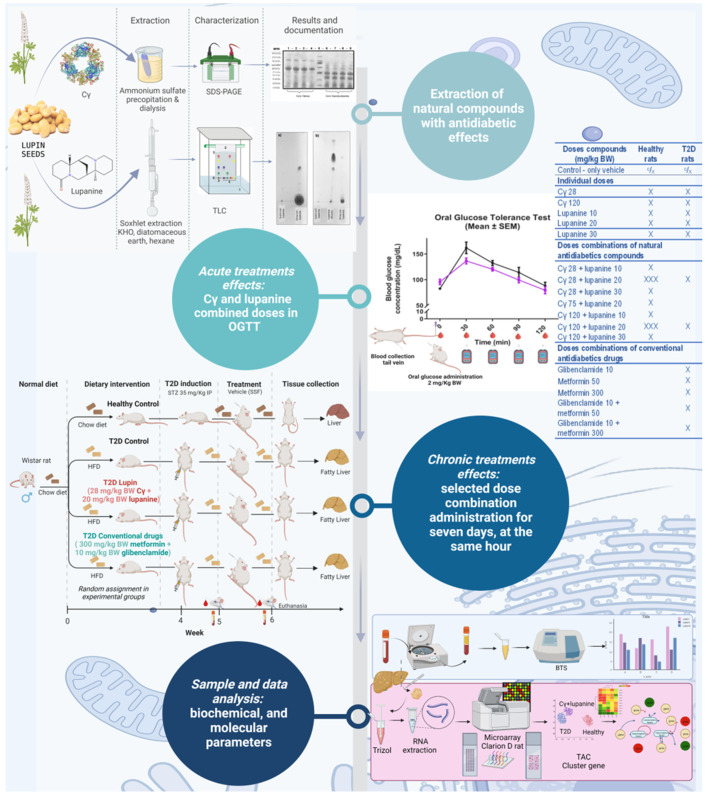
Study design.

**Table 1:** Biochemical parameters pre- and post-treatment in different groups of rats.

	Experimental Groups							
	Healthy Control		T2D Control		T2D Cγ 28 + Lupanine 20		T2D Metformin 300 + Glibenclamide 10	
	Pre Treatment	Post Treatment	Pre Treatment	Post Treatment	Pre Treatment	Post Treatment	Pre Treatment	Post Treatment
Glucose (mg/dL)	112.6 ± 5.1	114.6 ± 7.4	479.2 ± 14.0	482.2 ± 26.2	564.6 ± 29.4	352.4 ± 54.7 **	299.0 ± 50.9	227.0 ± 19.2
Triglycerides (mg/dL)	50.2 ± 5.7	50.4 ± 2.9	86.0 ± 9.1	55.8 ± 12.4	283.4 ± 35.5	75.6 ± 13.5 ***	104.2 ± 29.4	53.8 ± 12.5
T. Cholesterol (mg/dL)	50.8 ± 5.0	56.4 ± 2.8	142.0 ± 7.9	161.0 ± 16.2	276.8 ± 76.2	189.6 ± 39.6	166.6 ± 14.9	110.6 ± 6.4 **
HDL-c (mg/dL)	36.6 ± 5.0	42.6 ± 1.9	49.8 ± 11.0	56.0 ± 13.9	23.8 ± 2.0	33.2 ± 4.2	26.2 ± 2.2	30.0 ± 1.2
LDL-c (mg/dL)	7.5 ± 3.0	7.8 ± 2.8	104.6 ± 3.6	131.8 ± 9.3	238.8 ± 68.0	162.0 ± 31.5	121.4 ± 3.2	79.2 ± 3.3 *
AST (U/L)	57.6 ± 4.9	52.0 ± 2.8	248.6 ± 77.6	367.8 ± 76.0	144.2 ± 19.1	294.4 ± 31.9 *	155.0 ± 4.2	192.2 ± 20.6
ALT (U/L)	33.6 ± 3.2	28.8 ± 2.2	249.4 ± 103.2	430.4 ± 111.5	104.0 ± 10.3	231.8 ± 71.6	61.2 ± 4.8	121.2 ± 26.6
Urea (mg/dL)	37.6 ± 5.3	36.6 ± 0.9	57.2 ± 5.9	59.4 ± 4.9	61.6 ± 3.1	57.0 ± 4.2	37.0 ± 2.9	49.2 ± 4.2 *
Creatinine (mg/dL)	0.7 ± 0.0	0.6 ± 0.0	0.8 ± 0.2	0.6 ± 0.0 **	1.3 ± 0.3	0.7 ± 0.1 **	0.7 ± 0.0	0.7 ± 0.0

Values represent the mean ± SEM, *n* = 10. T. cholesterol, total cholesterol, HDL-c, high-density lipoprotein cholesterol; LDL-c, low-density lipoprotein cholesterol; AST, aspartate aminotransferase; ALT, alanine aminotransferase. * Student *t*-test: Statistically significant changes pre vs. post induction * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Table 2:** Top 10 differentially regulated coding genes.

T2D Control and T2D Treated with Cγ + Lupanine			
Upregulated		Downregulated	
Gene	Fold Change	Gene	Fold Change
*Chac1*	6.43	*Irg1*	−3.20
*Coq10b*	6.14	*Inmt*	−2.97
*Cyp2b1*	5.28	*Ly6c*	−2.97
*Insig1*	4.33	*Ly6c*	−2.87
*Cyp2b2*	3.75	*Ly6c*	−2.84
*Tsku*	3.39	*Snai2*	−2.60
*PVR*	3.32	*Rtp3*	−2.18
*Slc38a2*	3.25	*Lcn12*	−2.15
*Btg2*	3.15	*Evi2b*	−2.14
*Slc20a1*	3.09	*Nr1i3*	−2.12

T2D: type 2 diabetes, Cγ: gamma conglutin.

**Table 3:** Genes restored in T2D rats to the expression levels found in healthy conditions (gene expression levels from healthy untreated animals) after the 28 mg/kg BW Cγ + 20 mg/kg BW lupanine treatment.

Restored Genes		Restored > 50%		
*Alpl*	*Ifrd1*	*Alas1*	*Gstk1*	*Rgs4*
*Btg2*	*Jun*	*Angptl4*	*Gzmbl3*	*Rictor*
*Chka*	*Kcnk5*	*Bcl2l11*	*Hao1*	*Serpine1*
*Coq10b*	*Lcn12*	*Bmf*	*Igfbp1*	*Slc19a2*
*Cyp2b1*	*Map2k6*	*C8g*	*Inmt*	*Slc1a4*
*Cyp2b2*	*Nrip1*	*Casp12*	*Irs2*	*Slc20a1*
*Ddit3*	*Pdha1*	*Casp2*	*Kcnj11*	*Slc37a4*
*Dld*	*Pdk4*	*Ces2c*	*Kcnj14*	*Slc38a2*
*Dusp8*	*Rtp3*	*Esr1*	*Klf6*	*Tat*
*F12*	*Slc25a25*	*Fgf21*	*Myc*	*Thap1*
*Gadd45b*	*Slc3a2*	*Fgf23*	*Pcyt1a*	*Thap2*
*Gcgr*	*Snai2*	*Foxo1*	*Pdha1l1*	*Thap3*
*Gdf15*	*Tsku*	*Foxo3*	*Ppargc1a*	*Tp53inp1*
*Gem*		*G6pc*	*Rell1*	*Tp53inp2*
		*Gpcpd1*	*Rgs1*	*Zfp354a*

Restored genes indicate genes that completely (100%) reestablished their level to a healthy condition; Restored > 50% indicates genes whose restoration was near to 100% or at least 50% of reestablishment.

## Data Availability

The data discussed in this publication were deposited on NCBI’s Gene Expression Omnibus (GSE216668).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ph16010117/s1: Figure S1: Detection of lupanine in serum and urine of Wistar rat by thin-layer chromatography; Figure S2: Gas chromatography/mass spectrometry (GC–MS) analysis of lupanine obtained from *L. albus*; Figure S3: Characterization of Cγ obtained of *L. albus* through SDS-PAGE; Figure S4: A representative evaluation of RNA quality and integrity; Figure S5: Sample signals of restored genes in transcriptional analysis console (TAC) of Affymetrix software; Table S1: Area under the curve (AUC) of Oral glucose tolerance test (OGTT) performed employing different dose combinations of the lupin compounds.

# Supplementary material for: Combined Gamma Conglutin and Lupanine Treatment Exhibits In Vivo an Enhanced Antidiabetic Effect by Modulating the Liver Gene Expression Profile
**Source:** Pharmaceuticals (Basel). 2023 Jan 13;16(1):117. doi: 10.3390/ph16010117
**Supplement:** Supplementary file 1

Combined gamma conglutin and lupanine treatment exhibits *in vivo* an enhanced antidiabetic effect by modulating the liver gene expression profile

Characterization and detection of lupanine from *Lupinus albus* by Thin Layer Chromatography (TLC).

Lupanine perchlorate crystals were resuspended in 1 ml of distilled water, 4 drops of 1 M ammonium hydroxide, and 1 ml of dichloromethane were added. The mixture was stirred and allowed to rest for a few minutes until two immiscible phases were distinguished, the lower phase (dichloromethane) was separated with a Pasteur pipette. Confirmation of lupanine isolation in the form of perchlorate was performed by Thin Layer Chromatography (TLC). For the TLC, aluminum plates covered with silica gel 60 GF254 (Merck) were used, as a mixture of shift dichloromethane:methanol:NH₄OH in a proportion of 8:2:0.5 and as a revealing agent, the Dragendorff reagent was used. The presence of the quinolizidine alkaloid lupanine was evaluated in serum and urine from rats treated with lupanine in TLC, Figure S1.

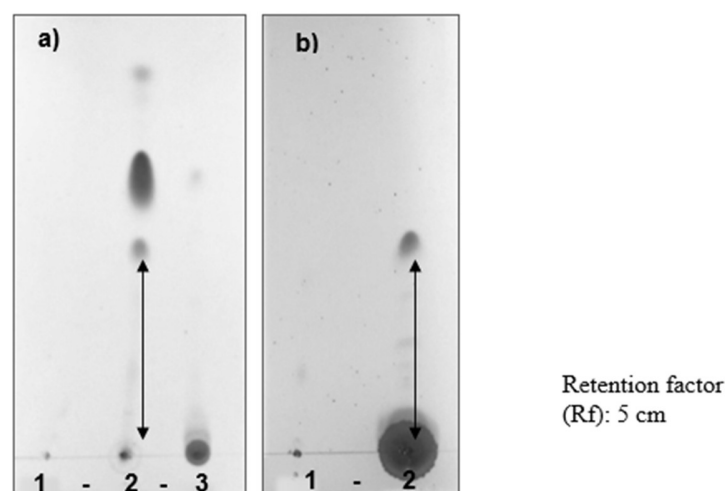

Figure S1. Detection of lupanine in serum and urine samples from Wistar rats by TLC. In panel a, lane 1 represents a serum sample after one hour of the administration of 20 mg/kg BW of lupanine; lane 2, corresponds to the detection of lupanine obtained after its extraction; and lane 3 corresponds to an urine sample after three hours of the oral lupanine administration. In panel b, a TLC replica with more sample volume in either serum (1) or urine (2) after the oral lupanine administration is shown.

In Figure S2, the upper panel shows the purity of lupanine, which yielded 98%. Below, in the same Figure, we include a representative GC-MS spectra of the lupanine obtained from *L. albus* according to the methodology described by Wink et al. (1995). Lupanine was isolated from *L. albus* species that contains mainly (+)-lupanine. Information about purity and the patent on the isolation procedure is also included (WO 1995032968 A1 also published as DE 4418618 C1, EPO 760817 A1, inventors Rainer Oeh, Klaus Rieblinger, Michael Wink, 1995).

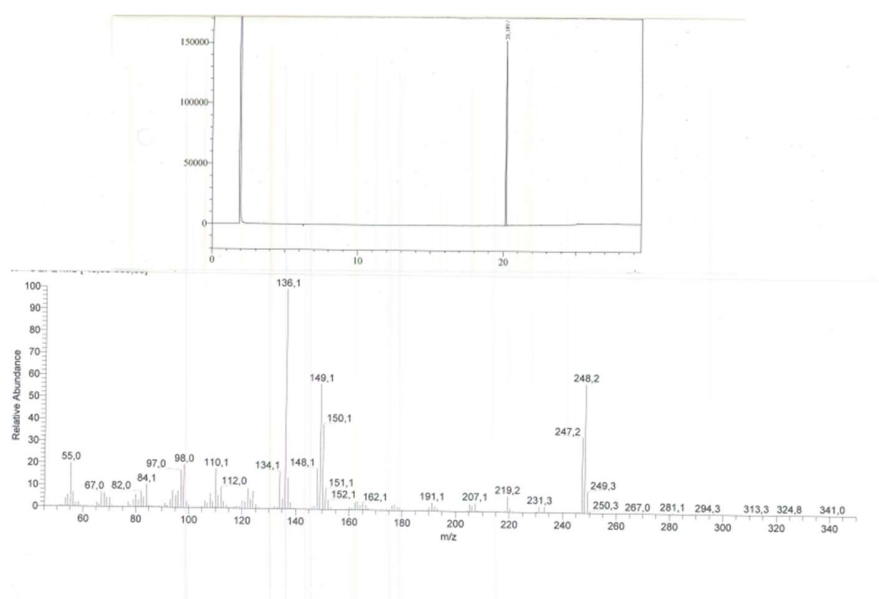

Figure S2. Gas chromatography – mass spectrometry (GC-MS) analysis of lupanine obtained from *L. albus*.

Isolation and characterization of C γ from *Lupinus albus*

The C γ isolated protein fraction was characterized by Sodium Dodecyl Sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Under non-reducing conditions, a defined and predominant band of ~ 49 kDa that corresponds to the monomer of C γ was observed, while in reducing conditions (in the presence of β -mercaptoethanol) two major bands of ~ 30 and ~ 17 kDa were found, corresponding to the subunits of the monomer, Figure S3.

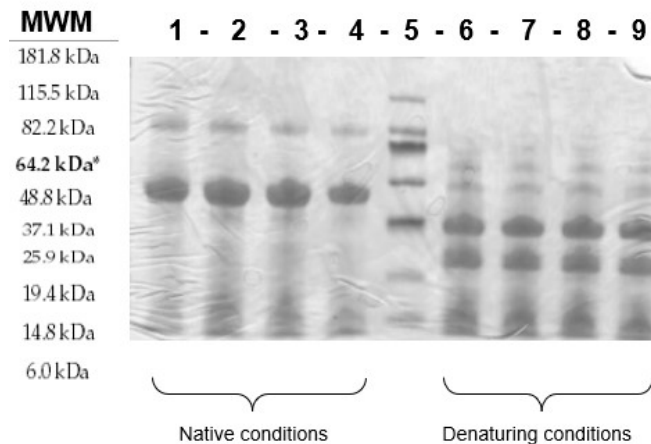

Figure S3. Characterization of C γ obtained of *L. albus* through SDS-PAGE. Samples of C γ (2 mg) in 200 μ l of Laemmli loading buffer were resuspended. In the first four lanes, the bands corresponding to the C γ monomer are observed under non-reduction conditions. In the central lane (5) the molecular weight marker (MWM) (benchmark prestained protein ladder) was loaded, and to the right of it, there are four samples of C γ under reducing conditions (two bands corresponding to the two protein subunits).

Table S1. Area under the curve (AUC) of *Oral glucose tolerance test (OGTT)* performed employing different dose combinations of the lupin compounds.

Individual dose treatment (Tx)	AUC untreated animals (Ctr)	Delta AUC untreated animals (Ctr)	AUC with treatment animals (Tx)	Delta AUC with treatment animals (Tx)	Percentage of AUC decrease (Tx vs Ctr)
**Healthy rats**					
Cy 28 Healthy	14199.00	5823.00	14061.00	3093.00	46.90
Cy 120 Healthy	14199.00	5823.00	14214.00	2166.00	62.80
Lupanine 10 Healthy	14136.00	4152.00	15813.00	5037.00	(-) 21.3
Lupanine 20 Healthy	13792.50	5302.50	13890.00	4800.00	9.50
Lupanine 30 Healthy	14136.00	4152.00	15795.00	4635.00	(-) 11.6
**Individual dose Tx in diabetic rats**					
Cy 28 diabetic	50310.00	-1890.00	52867.50	-9652.50	80.40
Cy 120 diabetic	48750.00	-1842.00	50067.00	-13773.00	86.60
Lupanine 10 diabetic	51791.25	371.25	46451.25	-9138.75	91.06
Lupanine 20 diabetic	52485.00	-2475.00	53636.25	-4803.75	48.50
Lupanine 30 diabetic	51791.25	371.25	54731.25	-4818.75	46.19
**Combined Tx in healthy rats**					
Cy 28 + lupanine 10	14585.00	6065.00	13925.00	4165.00	31.30
Cy 28 + lupanine 20	14827.50	4897.50	13323.75	1833.75	**62.60**
Cy 28 + lupanine 30	14242.50	5662.50	17265.00	5415.00	4.40
Cy 75 + lupanine 20	14585.00	6065.00	14812.50	5362.50	11.60
Cy 120 + lupanine 10	14827.50	4897.50	15157.50	4087.50	16.50
Cy 120 + lupanine 20	14242.50	5662.50	14208.75	3678.75	35.00
Cy 120 + lupanine 30	14827.50	4897.50	13050.00	2970.00	39.40
**Triplicates combined doses Tx assay in healthy rats**					
Cy 28 + lupanine 20 Exp 1	14827.50	4897.50	13323.75	1833.75	**62.60**
Cy 28 + lupanine 20 Exp 2	14199.00	5823.00	14241.00	3033.00	**47.90**
Cy 28 + lupanine 20 Exp 3	14199.00	5823.00	13677.00	1773.00	**69.60**
Cy 120 + lupanine 20 Exp 1	14242.50	5662.50	14208.75	3678.75	35.00
Cy 120 + lupanine 20 Exp 2	14199.00	5823.00	12882.00	2490.00	57.20
Cy 120 + lupanine 20 Exp 3	14199.00	5823.00	12594.00	3594.00	38.30
**Combined doses Tx in diabetic rats**					
Cy 28 + lupanine 20	51791.25	371.25	47655.00	-10095.0	**96.50**
Cy 120 + lupanine 20	44636.25	-3153.75	49860.00	-4740.00	33.50
**Pharmacological Tx in diabetic rats**					
Glibenclamide 10	51791.25	371.25	47156.25	-7803.75	77.45
Metformin 50	51791.25	371.25	51585.0	-6675.0	66.24
Metformin 300	51791.25	371.25	41310.00	-8370.00	83.07
Glib 10 + Met 50	51791.25	371.25	49612.5	-7867.5	78.08
Glib 10 + Met 300	51791.25	371.25	41895.00	-9705.00	**96.32**

Optimal RNA Integrity Number of liver RNA samples from experimental groups.

The integrity of the total RNA isolated from liver tissue from healthy control group, T2D control group, and T2D treated with C γ + lupanine group was evaluated in a 2100 Bioanalyzer equipment (Agilent, USA). The minimum RNA Integrity Number (RIN) considered to be processed using the Clariom D rat microarray chips was >6.5; the samples employed for these experiments yielded a RIN in the range of 8.80 to 9.90. RNA quality performed in a digital gel electrophoresis is also shown in the Figure S3.

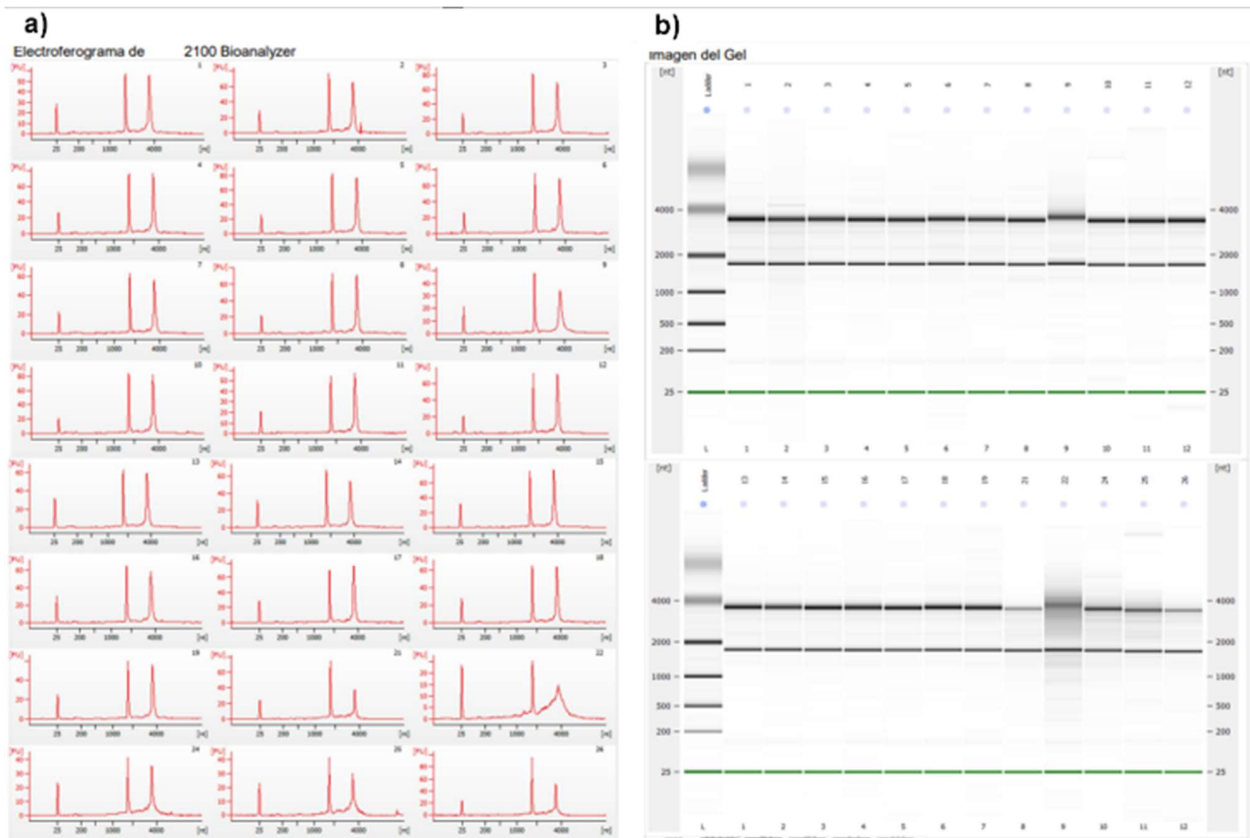

Figure S4. Representative evaluations of RNA quality and integrity of samples from the healthy group, T2D untreated group, and T2D lupin-treated group are shown. In panel a), we show data from the electropherograms and in panel b) we include the results from the digital gel electrophoresis.

Gene expression levels of genes, which restored to a healthy condition level

In T2D animals, we identified that some genes were restored to the same expression levels found in a healthy condition (gene expression levels from healthy untreated animals) after the 28 mg/kg BW C γ + 20 mg/kg BW lupanine treatment. We compared the group sample signals (expression level) from each gene using the transcriptome analysis console (TAC).

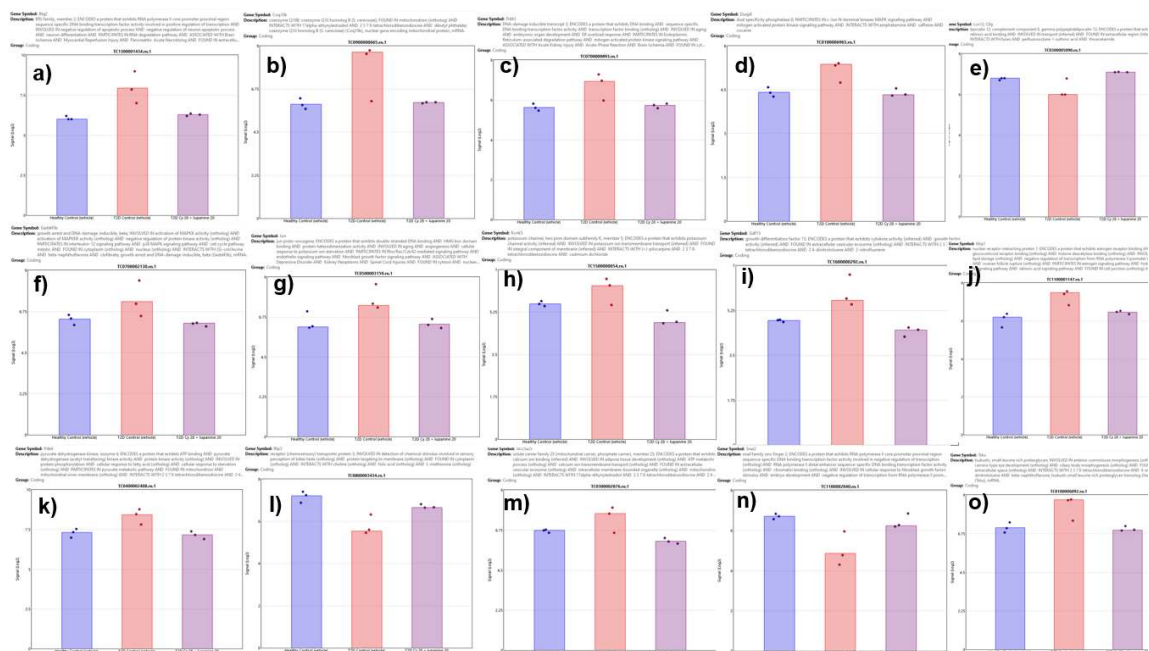

Figure S5. Sample signals of restored genes in Transcriptional Analysis Console (TAC) of Affymetrix software. Bars show Healthy untreated group (blue), T2D untreated group (pink) and, T2D group treated with C γ 28 + lupanine 20 mg/kg (purple bars), **a)** *Btg2* **b)** *Coq10b* **c)** *Ddit3* **d)** *Dusp8* **e)** *Lcn12* **f)** *Gadd45b* **g)** *Jun* **h)** *Kcnk5* **i)** *Gdf15* **j)** *Rtp3* **k)** *Pdk4* **l)** *Rtp3* **m)** *Slc25a25* **n)** *Snai2* **o)** *Tsku*.

How the deposited data were processed for this re-analysis (not part of the article)

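The series holds 9 rat liver arrays: healthy control, T2D control and T2D treated for 7 days with 28 mg/kg Cγ and 20 mg/kg lupanine, with 3 pools of RNA per group and 3 animals per pool. The sample descriptions call the pools biological replicates, while the Methods use both biological and technical replicates and name 9 animals per group. They were taken as 3 pools of different animals. If the 3 arrays of a group read the same RNA, every SE and p here would measure the spread of the array procedure and not that between animals. The authors scanned the arrays and summarised them with TAC 4.0.2 by RMA, and the deposited values are log2 signals at gene level, 1 per transcript cluster. Each of the 9 columns was assigned to its pool and condition from the sample descriptions, and 0 columns were left unused. The table has 70580 entries; 1738 control probe sets were left out of the tests and looked at apart, which leaves 68842 clusters. The values were used as deposited, with no further normalization or filter. No 2 arrays hold identical values, but 7174 clusters (10.4%) carry 1 identical value in all 3 pools of a group, 1104 of the adjusted calls of T2D control against healthy among them.

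Gene symbols come from an annotation of the array's transcript clusters, which need not be the one behind the authors' gene names. They were updated through gene IDs to rat gene names of assembly GRCr8 where the old symbol had changed, which concerned 1 symbol. A cluster counts as a gene where it carries exactly 1 symbol. Clusters with 1 symbol cover 22093 symbols; 1182 genes lie on over 1 cluster, and the cluster with the highest mean over the 9 arrays stands for the gene. Of these clusters 19838 belong to 1 protein-coding gene each (18732 genes). Btg2, Lcn12, Gzmbl3 and Rgs1, which the study names, are not analysed here, since the annotation used here gives them no cluster of their own symbol alone. 1 more gene that the study names is not reported here.

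Differences between groups were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on all 9 arrays, 6 residual degrees of freedom) for 3 comparisons, and p-values were adjusted by Benjamini and Hochberg over all clusters. The study's own threshold, an unadjusted p under 0.05 with over 2-fold difference, was counted beside an adjusted p under 0.05. Group averages by Tukey's biweight (constant 5, epsilon 0.0001) were counted as well. Errors are SEs of limma or SDs over the 3 pools. A count of pools that do not overlap stands beside the 10% of clusters in which 2 groups of 3 separate by chance.

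Of 43 gene lists written from textbook knowledge, 42 had measured members and were tested with camera at a preset inter-gene correlation of 0.01; the list of genes of the mitochondrial genome had 0 members. They cover metabolism, stress responses, inflammation, the cell cycle, the clock and markers of liver and other cell types. The lists of ribosomal proteins, small RNAs and replication-dependent histones took in symbols by their beginning, so they can include pseudogenes. The 6 lists that the study chose were counted apart. The genes named are, in each comparison, the 10 largest rises and the 10 largest falls among clusters with 1 symbol that pass the study's threshold with pools that do not overlap, leaving out symbols that begin with LOC, RGD, AABR, Olr, Vom or Mir; every gene the study names in Tables 2 and 3 or in its discussion, whose values in its tables were known beforehand; and of each list described up to 4 members with the smallest p. All clusters of Ly6c are given.

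Restoration is 100 times the T2D control mean minus the treated mean, divided by the T2D control mean minus the healthy mean, on the log2 scale. The paper gives no formula for it in its Results, Methods or table notes, so this is a plain reading. To judge overlaps, correlations and restoration where the same T2D control arrays enter both sides, 100 data sets with unchanged groups, and 100 with the T2D effect kept and no treatment effect, were simulated from the fitted spread (seed 20230113).

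The scripts were tested on simulated data of 68842 clusters with 200 changed ones. At a difference of 1.5 log2, 100%, 99% and 99% of the changed clusters were recovered at an adjusted p under 0.05 in the 3 comparisons, at 3 log2 100% in each, with 18, 14 and 16 false calls. A restoration of 60% came back as 59.975%.

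Alternatives tried were biweight averages, group medians, only the 2 groups compared, quantile normalization, median centring, only clusters with a mean log2 signal of at least 5, eBayes with trend and robust, array weights, only clusters with 1 symbol, the mean of a gene's clusters, a linear scale for restoration, camera with an estimated correlation and each pool left out in turn. 1 more was chosen after seeing the data: only clusters without identical values in a group. Figures were drawn with matplotlib 3.10.9 in python 3.11.15. The array median lies between 3.06 and 3.27 log2 and the highest signal between 12.8 and 13.2, and most clusters lie near background, so small differences in weakly expressed genes are read as smaller than they are. Blood chemistry, body weight and the pathway database searches of the study are not used here.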

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

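The comparison of control probes, the tests of a smaller hepatocyte share, of swapped pools, of treated RNA in pool 4 and of its immediate early genes, and the choice of the lists given below by their p with an estimated correlation were made after seeing results; the other tests were set before.

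The healthy arrays differ from the 6 T2D arrays on probes that carry no liver biology, a signal in data the paper did not analyse. Poly-A RNA spike controls read 1.73 log2 higher on healthy arrays (range over the T2D arrays 0.254), and hybridization controls, which are added after labelling, 0.592 higher (range 0.112). This may mean that the healthy arrays were labelled or hybridised apart from the others, and the gap of 0.592 fits such a batch; it coincides with the disease, so batch and T2D cannot be told apart. A compressed signal scale could take part, since 20 bins of mean signal take 10.4% of the variance of T2D control minus healthy over all clusters (2.34% among T2D DEGs), which cannot tell. A lower share of hepatocytes in T2D livers might add to it. The list medians of macrophage and cholangiocyte markers lie 0.879 log2 apart against an interquartile range of 0.947, which cannot tell either. The T2D rats were given a high-fat diet and streptozotocin, and no array holds healthy rats treated so. What stays open is how much of the 2848 T2D DEGs comes from diabetes itself.

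T2D control pool 4 lies near the treated pools for Coq10b, Chac1 and other genes. A swap of 2 pools between the T2D groups is argued against by the treated pools, whose highest median position is 0.132 on a scale from 0 at the treated mean to 1 at T2D control pools 5 and 6 (the others 0.0138 and 0.0174). Treated RNA in place of pool 4 could explain it in part, but pool 4 lies at 0.353, between the groups, and this cannot tell. Pools 5 and 6 lie at 0.862 and 0.871 on another scale, with 1 at the other of these 2 pools. Each was placed over clusters called without it and without pool 4. A weaker immediate early response in pool 4 may take part. Its median immediate early gene reads -0.149 log2 against pools 5 and 6, where treated pools shift by 0.0187, -0.00242 and -0.00857. In 17 of 34 genes pool 4 is lower than both others, and chance alone would bring part of these. The same shift was not measured for pools 5 and 6 left out in turn. The median shift is small beside the gap of Coq10b, which reads 6.13 in pool 4 against 8.78 and 8.59. It does not by itself explain gaps of that size. Whether such a response came from handling or from the animals was not tested.

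A last pattern is the return of T2D DEGs toward healthy. Noise of the shared T2D control arrays could bring some of it about. The share restored by at least 50% is 6.29%, and the highest of 100 simulations with no treatment effect is 0.935%. This argues against noise that is independent between clusters, the only kind simulated. Noise shared by many genes of 1 pool was not simulated and is not excluded. The part that pool 4 plays stays open, since the share is 8.56% without it.

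Other groupings of the 6 pools of each comparison were counted too. In each of the 6 counts 1 of 10 splits, the real one, reaches the real count, and 10 splits are too few for a share under 0.05. At the study's threshold the real counts are 2848, 168 and 2496 and the highest other splits 90, 38 and 109; at an adjusted p under 0.05 they are 24083, 46 and 23602 against 0, 0 and 0.

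The next values come from gene groups that the paper does not discuss and that stood out by an unadjusted p under 0.05 with an estimated correlation. In T2D control against healthy the list median is -1.79 log2 for cholesterol synthesis, 0.58 for the circadian clock, 0.80 for macrophage and Kupffer cell markers and 0.64 for sinusoidal endothelium markers. In treated against T2D control it is -0.20 for CAR and PXR targets and 0.11 for coagulation and complement.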

How the results depend on the processing

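All alternatives here were set before the data were examined, except the one without identical values, which was chosen after seeing the data.

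Of the settings compared for named genes, 3078 results kept direction and side of the threshold, 121 became weaker, 46 stronger and 2 reversed; for lists 622 kept their call and 132 became weaker, 58 of them with an estimated correlation, 27 over brighter clusters, 14 with quantile normalization and 9 with median centring. Reversed were Gcgr, T2D control minus healthy control, to 0.0191 log2 with median centring, and Nr1i3, T2D control minus healthy control, to 0.0395 without T2D control replicate 6 (lowest -0.572, without T2D control replicate 4). The cause was not tested.

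The 46 adjusted calls of treated against T2D control became 6 with only the 2 groups compared, which leaves fewer arrays to estimate the spread, 30 with median centring, 606 with array weights, 98 without identical values, 1 over clusters with a mean log2 signal of at least 5 and 3 over clusters with 1 gene symbol; where no smaller set explains it, the cause was not tested. The brighter clusters, fewer by construction, gave 9484 adjusted calls of T2D control against healthy, 8677 of treated against healthy, 66 clusters at the study's threshold for treated against T2D control, an overlap of 45, and 12 and 12 lists called against healthy. Clusters with 1 symbol, again fewer, gave 868, 39 and 844 at the study's threshold for T2D control against healthy, treated against T2D control and treated against healthy, 10563 and 10644 adjusted calls against healthy and an overlap of 27. A linear scale raised the share of T2D DEGs restored by at least 50% to 12.1%. With an estimated correlation 0, 0 and 0 lists were called in the 3 comparisons.

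Leaving out 1 pool gave 2195 to 3944 clusters at the study's threshold for T2D control against healthy, 143 to 299 for treated against T2D control (299 without T2D control replicate 4) and 2141 to 3534 for treated against healthy. Adjusted calls ran from 15654 (without T2D control replicate 5) to 31378, from 0 to 170, and from 14782 (without treated replicate 3; 15227 without treated replicate 2) to 31361. The 0 to 170 are 0 without treated replicate 3 or T2D control replicate 6, 10 without treated replicate 1 or T2D control replicate 5, 9, 8 and 135 without healthy replicates 7, 8 and 9, and 170 without T2D control replicate 4. The overlap ran from 59 to 164 (164 without T2D control replicate 4), the correlation from -0.291 to -0.183 (-0.183 without treated replicate 1; a move over 0.05, a limit set by hand, counts), the share restored from 4.72% to 8.56%, the Table 3 genes restored by at least 50% from 38 to 49, and lists called from 20 to 23, 13 to 19 and 19 to 22. A group left with 2 pools borrows its spread from the other groups. No paired analysis was possible because pool numbers run from 1 to 9 and no number is shared between groups. The mean of a gene's clusters, the linear scale and the estimated correlation give values only for the results they concern. With 76.6% to 76.9% of clusters under log2 5, a lost call in a dim cluster can be a lack of signal.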

Differences from the paper's values

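The F-test over the 3 groups was counted after seeing results, no other test here was, and the counts use the study's threshold of an unadjusted p under 0.05 and over 2-fold unless another is named.

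For treated against T2D control, clusters lower in T2D control number 30, where the paper gives 46. Of the alternatives set before the data were examined, biweight averages give 46, group medians 43, array weights 35, and leaving out treated pool 1, treated pool 3 or healthy pool 9 gives 33, 31 and 31, within 1.5 times of the paper's value. Outside it stay only the 2 groups compared (25), quantile normalization, median centring and eBayes with trend and robust (30 each), brighter clusters (13), clusters with 1 symbol (10), and leaving out treated pool 2 (20), T2D control pools 4 (83), 5 (17) and 6 (15) and healthy pools 7 (30) and 8 (28).

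Protein-coding clusters, here clusters of 1 protein-coding gene of the reference annotation, higher in T2D control number 30, where the paper gives 76; the annotation behind its coding genes is not given in the sources used here, so the 2 counts need not cover the same clusters. Leaving out T2D control pool 4 gives 68, the one setting within 1.5 times of the paper's value; all others stay outside, biweight averages and group medians with 42 each. Protein-coding clusters lower in T2D control number 7, where the paper gives 11. Biweight averages give 11, group medians 10, and leaving out treated pool 1 or T2D control pool 4 gives 9 and 12; all other settings stay outside.

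Clusters past the threshold in any comparison number 3392, where the paper gives 30932. No alternative is within 1.5 times of it; they run from 1048 to 4582, with 3651 for biweight averages, a total that matches the Venn diagram of Fig. 4b. An unadjusted p under 0.05 in the F-test over the 3 groups, with no fold filter, a count chosen after seeing the values, gives 30932.

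The paper gives the genes in the Upregulated column of Table 2 as upregulated after the treatment. In the values here they are lower in treated than in T2D control livers, Slc20a1 by -1.80 log2 and Cyp2b1 by -1.98, and genes of the Downregulated column are higher, Snai2 by 1.43 and Acod1 by 1.28; the sizes match by biweight averages when the treated group is the reference. The paper places the genes of the second column of Table 3 above 50% restoration; 20 of 42 measured reach it here, and over both columns 44 of 67 do, or 38 to 49 under the alternatives. For the first column, given as restored, 24 of 25 reach 50%, 12 reach 100%, and 1 still differs from healthy after treatment at an adjusted p under 0.05.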

Other observations

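The lists below were fixed before the data were examined; the order in which they are described and the comparison of control probes were chosen after seeing the results. All differences from healthy given here move together with markers of macrophages (14 of 21 rose in T2D control), stellate cells (13 of 21) and sinusoidal endothelium (15 of 16), and with background probes at 3.52 on the healthy and 2.85 on the T2D arrays. Clock genes stood above the healthy level in T2D control livers: 9 rose and 0 fell of 19 (11 and 0 adjusted over the list alone). Their median is 0.58 log2 (adjusted p = 2.73e-05, and adjusted p = 0.184 with an estimated correlation). Bhlhe41 rose by 1.69 log2 (SE 0.15, adjusted p = 1.94e-04), Per3 by 1.30 log2 (SE 0.15, adjusted p = 5.76e-04), Per2 by 1.05 log2 (SE 0.12, adjusted p = 6.01e-04) and Bhlhe40 by 1.42 log2 (SE 0.19, adjusted p = 0.00109), all repressors of the clock (n = 3 pools per group). Ribosomal protein clusters, taken in by the beginning of their symbols from 3 entries, can include pseudogenes and need not be separate genes. Of the 318 clusters 175 fell and 19 rose (199 and 24 adjusted over the list alone). Their median is -0.33 log2 (adjusted p = 5.46e-06, and adjusted p = 0.669 with an estimated correlation). Scd, a fatty acid desaturase, rose by 3.32 log2 (SE 0.24, adjusted p = 8.96e-05) while Fads1 fell by 2.11 log2 (SE 0.22, adjusted p = 4.34e-04) and Acly, which makes cytosolic acetyl-CoA, by 1.56 log2 (SE 0.21, adjusted p = 0.00120). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, rose by 1.94 log2 (SE 0.17, adjusted p = 1.98e-04), and Ppara by 1.35 log2 (SE 0.12, adjusted p = 2.02e-04). Glucocorticoid targets rose in 8 and fell in 0 of 16 (8 and 0 adjusted over the list alone). Their median is 0.53 log2 (adjusted p = 5.24e-05, and adjusted p = 0.370 with an estimated correlation). An example is Lcn2, up by 3.18 log2 (SE 0.20, adjusted p = 5.16e-05). CAR and PXR targets rose in 10 and fell in 5 of 22 (11 and 5 adjusted over the list alone). Their median is 0.17 log2 (adjusted p = 0.0309, and adjusted p = 0.370 with an estimated correlation). The median is -0.04 with quantile normalization. Acute phase proteins rose in 7 and fell in 2 of 19 (8 and 2 adjusted over the list alone). Their median is 0.07 log2 (adjusted p = 0.0309, and adjusted p = 0.669 with an estimated correlation). An example is Apcs, down by 1.49 log2 (SE 0.079, adjusted p = 3.02e-05). Both scalings end that call. Glycolysis genes rose in 9 and fell in 2 of 16 (9 and 2 adjusted over the list alone). Their median is 0.29 log2 (adjusted p = 2.1e-05, and adjusted p = 0.293 with an estimated correlation). An example is Gpi, up by 0.79 log2 (SE 0.074, adjusted p = 2.43e-04). Neutrophil and monocyte markers rose in 6 and fell in 1 of 14 (6 and 1 adjusted over the list alone). Their median is 0.18 log2 (adjusted p = 0.00253, and adjusted p = 0.491 with an estimated correlation). An example is Cd53, up by 2.98 log2 (SE 0.12, adjusted p = 1.32e-05). Cell cycle genes rose in 2 and fell in 1 of 27 (2 and 0 adjusted over the list alone). Their median is 0.15 log2 (adjusted p = 0.0321, and adjusted p = 0.704 with an estimated correlation). Over clusters with a mean log2 signal of at least 5 the T2D calls of CAR and PXR targets, acute phase proteins, glycolysis and the cell cycle are lost (adjusted p = 0.464, 0.619, 0.0694 and 0.870), as is the treatment call of lymphocyte markers (adjusted p = 0.160).

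After Cγ + lupanine, coagulation and complement genes lie above T2D control: 0 of 23 pass, 5 have an unadjusted p under 0.05 and 0 pass when adjusted over the list alone. Their median is 0.11 log2 (adjusted p = 2.41e-06, and adjusted p = 0.379 with an estimated correlation). Examples are C6 0.57 (SE 0.15, adjusted p = 0.467) and C8g 0.29 (SE 0.071, adjusted p = 0.366). Gbp2, an interferon-induced GTPase, has 0.82 log2 (SE 0.11, adjusted p = 0.0648), and interferon response genes have 0 of 25 past the test, 6 at an unadjusted p under 0.05 and 1 risen when adjusted over the list alone (median -0.01, -0.03 without T2D control pool 4, mean 0.06, adjusted p = 0.0506). Lymphocyte markers have 0 of 21 past the test, 1 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Their median is 0.05 log2 (adjusted p = 0.00709, and adjusted p = 0.605 with an estimated correlation). It is 0.09 without T2D control pool 4. Histone genes have 0 of 32 past the test, 4 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Their median is 0.08 log2 (adjusted p = 0.0237, and adjusted p = 0.682 with an estimated correlation). Respiratory chain genes have 0 of 24 past the test, 1 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Their median is -0.07 log2 (adjusted p = 1.04e-04, and adjusted p = 0.665 with an estimated correlation). It is -0.12 without T2D control pool 4. The correlation estimated between the ribosomal protein clusters, a list that can include pseudogenes, is 0.42, far above the preset 0.01. These clusters have 0 of 318 past the test, 19 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Their median is -0.11 log2 (adjusted p = 5.27e-21, and adjusted p = 0.577 with an estimated correlation). Cholesterol synthesis genes, which lie below healthy in T2D control, have 0 of 18 past the test and 3 at an unadjusted p under 0.05 (median 0.11 log2, adjusted p = 0.0989), and macrophage markers 0 of 21 and 1 (median 0.07 log2, 0.12 without T2D control pool 4, adjusted p = 0.231).

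The lists named next were not called between T2D control and healthy. In fatty acid and triglyceride synthesis 4 rose and 9 fell of 23 (4 and 11 adjusted over the list alone, median -0.17 log2), and in fatty acid oxidation and PPARA targets 7 rose and 8 fell of 27 (8 and 8 adjusted over the list alone, median 0.03 log2). In bile acid synthesis and transport 5 rose and 6 fell of 15 (5 and 6 adjusted over the list alone, median 0.13 log2), and in heat shock 3 rose and 3 fell of 13 (3 and 3 adjusted over the list alone, median 0.13 log2). In AHR targets 2 rose and 2 fell of 9 (2 and 2 adjusted over the list alone, median -0.11 log2, mean 0.01), and in growth hormone and sex-dependent genes 3 rose and 9 fell of 18 (3 and 9 adjusted over the list alone, median -0.23 log2). In urea cycle and amino acid catabolism 1 rose and 11 fell of 26 (1 and 12 adjusted over the list alone, median -0.23 log2), and in coagulation and complement 3 rose and 9 fell of 23 (4 and 11 adjusted over the list alone, median -0.18 log2). In erythroid cell markers 1 rose and 2 fell of 9 (1 and 2 adjusted over the list alone, median -0.11 log2), and in exocrine pancreas markers 0 rose and 4 fell of 13 (0 and 6 adjusted over the list alone, median -0.25 log2). In muscle markers 0 rose and 5 fell of 11 (0 and 6 adjusted over the list alone, median -0.20 log2), and in small RNAs 30 rose and 94 fell of 384 (28 and 91 adjusted over the list alone, median -0.14 log2). In replication-dependent histones 1 rose and 13 fell of 32 (1 and 14 adjusted over the list alone, median -0.28 log2).

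In 4 more lists, median and mean or test differ in sign. Interferon response genes rose in 5 and fell in 3 of 25 (5 and 3 adjusted over the list alone, median -0.05, mean 0.18). Lymphocyte markers rose in 4 and fell in 2 of 21 (4 and 2 adjusted over the list alone, median -0.01, mean 0.29). Cholangiocyte markers rose in 2 and fell in 2 of 12 (2 and 5 adjusted over the list alone, median -0.08, mean 0.24). Adipocyte markers rose in 2 and fell in 5 of 11 (2 and 6 adjusted over the list alone, median -0.21, mean 0.26, tested direction lower).

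After treatment 0 members of the lists not yet given pass the adjusted test. 5 of 16 of glycolysis and glucokinase have an unadjusted p under 0.05 (2 higher and 0 lower adjusted over the list alone, median -0.03 log2), and 1 of 19 of unfolded protein response (0 higher and 0 lower adjusted over the list alone, median 0.03 log2, -0.03 without T2D control pool 4). 3 of 19 of antioxidant enzymes have an unadjusted p under 0.05 (0 higher and 0 lower adjusted over the list alone, median 0.00 log2, -0.02 without T2D control pool 4), and 3 of 17 of hypoxia response (0 higher and 1 lower adjusted over the list alone, median -0.04 log2, -0.11 without T2D control pool 4). 3 of 19 of circadian clock have an unadjusted p under 0.05 (0 higher and 0 lower adjusted over the list alone, median -0.02 log2, -0.06 without T2D control pool 4), and 2 of 21 of stellate cell and fibrosis markers (0 higher and 0 lower adjusted over the list alone, median -0.02 log2, 0.01 without T2D control pool 4). 0 of 16 of sinusoidal endothelium markers have an unadjusted p under 0.05 (0 higher and 0 lower adjusted over the list alone, median 0.00 log2), and 2 of 20 of hepatocyte markers (0 higher and 0 lower adjusted over the list alone, median -0.01 log2, -0.03 without T2D control pool 4). 1 of 12 of cholangiocyte markers have an unadjusted p under 0.05 (0 higher and 0 lower adjusted over the list alone, median -0.05 log2), and 2 of 11 of adipocyte markers (1 higher and 0 lower adjusted over the list alone, median 0.01 log2). 0 of 19 of acute phase proteins have an unadjusted p under 0.05 (0 higher and 0 lower adjusted over the list alone, median 0.00 log2, -0.01 without T2D control pool 4), and 2 of 23 of fatty acid and triglyceride synthesis (0 higher and 0 lower adjusted over the list alone, median -0.01 log2, -0.05 without T2D control pool 4). 3 of 27 of fatty acid oxidation and PPARA targets have an unadjusted p under 0.05 (1 higher and 2 lower adjusted over the list alone, median -0.01 log2, 0.06 without T2D control pool 4), and 2 of 15 of bile acid synthesis and transport (0 higher and 0 lower adjusted over the list alone, median -0.05 log2, -0.01 without T2D control pool 4). 0 of 13 of heat shock have an unadjusted p under 0.05 (0 higher and 0 lower adjusted over the list alone, median 0.01 log2, -0.03 without T2D control pool 4), and 0 of 9 of AHR targets (0 higher and 0 lower adjusted over the list alone, median -0.01 log2, 0.02 without T2D control pool 4). 3 of 18 of growth hormone and sex-dependent genes have an unadjusted p under 0.05 (1 higher and 0 lower adjusted over the list alone, median 0.03 log2), and 3 of 26 of urea cycle and amino acid catabolism (0 higher and 0 lower adjusted over the list alone, median -0.04 log2, -0.20 without T2D control pool 4). 0 of 9 of erythroid cell markers have an unadjusted p under 0.05 (0 higher and 0 lower adjusted over the list alone, median -0.02 log2, -0.07 without T2D control pool 4), and 1 of 13 of exocrine pancreas markers (0 higher and 0 lower adjusted over the list alone, median 0.03 log2). 0 of 11 of muscle markers have an unadjusted p under 0.05 (0 higher and 0 lower adjusted over the list alone, median 0.00 log2, 0.01 without T2D control pool 4), and 9 of 384 of small RNAs (0 higher and 0 lower adjusted over the list alone, median 0.01 log2).

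Array weights, which mark how far an array lies from its group, are 0.180 and 0.252 for healthy pools 8 and 9, 1.28 for healthy pool 7 and 1.34 to 2.15 for the 6 T2D arrays.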
